# A Genome-Wide View of Transcriptional Responses during *Aphis glycines* Infestation in Soybean

**DOI:** 10.3390/ijms21155191

**Published:** 2020-07-22

**Authors:** Luming Yao, Biyun Yang, Xiaohong Ma, Shuangshuang Wang, Zhe Guan, Biao Wang, Yina Jiang

**Keywords:** *Glycine max*, *Aphis glycine*, plant–insect interaction, antibiosis, antixenosis

## Abstract

Soybean aphid (*Aphis glycines* Matsumura) is one of the major limiting factors in soybean production. The mechanism of aphid resistance in soybean remains enigmatic as little information is available about the different mechanisms of antibiosis and antixenosis. Here, we used genome-wide gene expression profiling of aphid susceptible, antibiotic, and antixenotic genotypes to investigate the underlying aphid–plant interaction mechanisms. The high expression correlation between infested and non-infested genotypes indicated that the response to aphid was controlled by a small subset of genes. Plant response to aphid infestation was faster in antibiotic genotype and the interaction in antixenotic genotype was moderation. The expression patterns of transcription factor genes in susceptible and antixenotic genotypes clustered together and were distant from those of antibiotic genotypes. Among them APETALA 2/ethylene response factors (AP2/ERF), v-myb avian myeloblastosis viral oncogene homolog (MYB), and the transcription factor contained conserved WRKYGQK domain (WRKY) were proposed to play dominant roles. The jasmonic acid-responsive pathway was dominant in aphid–soybean interaction, and salicylic acid pathway played an important role in antibiotic genotype. Callose deposition was more rapid and efficient in antibiotic genotype, while reactive oxygen species were not involved in the response to aphid attack in resistant genotypes. Our study helps to uncover important genes associated with aphid-attack response in soybean genotypes expressing antibiosis and antixenosis.

## 1. Introduction

Soybean aphid, *Aphis glycine* (Matsumura), is an asexually-reproducing soybean pest native to eastern Asia, and, after its accidental introduction in 2000, soybean aphid became invasive throughout Midwestern U.S. and southern Canada because of the rapid population expansion, high mobility and few limits to migration [1]. Soybean aphid infestation reduces soybean yield by removing photosynthates and inhibiting photosynthesis up to 50% on infested leaves, even without apparent symptoms of aphid injury [2]. Besides, virus transmission by aphids causes plant stunting and leaf deformation, whereas honeydew secreted after injury by aphids facilitates sooty mold growth and infection by soybean cyst nematode [1,2].

Different strategies have been developed to manage soybean aphid infestation. Application of broad-spectrum insecticides is the primary approach to control this pest [3]. However, insecticides may also impact beneficial insects and their repeated application is likely to cause pesticide resistance [4]. An alternative strategy for aphid control is to utilize the existing host-plant resistance in soybean germplasm. Plant defenses against aphids can be categorized as antibiosis, antixenosis, and tolerance. Antibiotic mechanisms influence aphid physiology, such as development time, survival, and fecundity by toxic secondary metabolites, protease inhibitors, and antibiotic effects; antixenotic factors affect aphid behavior, such as plant choice and feeding behavior by volatiles and physical barrier of plant; and plant tolerance allows the plants to harbor a large number of aphids without a significant loss in yield [5,6]. Soybean germplasms exhibiting antibiosis, antixenosis, and tolerance have already been identified [7,8,9,10,11,12,13]. Several resistance genes were mapped in some of those germplasms, such as *Rag1*, *Rag2*, and *Rag_P746*, which confers antibiosis [14,15,16], and *Rag3*, *Rag4*, and *Rag_P203*, encoding for antixenotic resistance [7,8,16]. The mechanics contributing to the resistance in legumes include structural defenses, secondary metabolites, and signaling components [6], but the underlying genetic basis of the aphid–plant interaction is still not well understood [17,18,19].

High throughput technology, including microarray and transcriptome analysis, has been successfully utilized to investigate global responses of plants. Microarray analyses of plants harbored *Rag1* referred to as antibiosis identified 140 genes with specific responses related to resistance when compared with a susceptible soybean cultivar 6 and 12 h post-application of aphids and confirmed an earlier and increased induction of three defense-related genes in aphid-resistant soybean cultivars [20]. Microarray analysis of the long-term responses to aphid of *Rag1*-related resistance in soybean showed that many defense-related transcripts are constitutively expressed in resistant plants [21]; specifically, isoflavonoid biosynthesis is highly related to resistance response [19]. RNA-sequencing (RNA-seq) technology has been applied to query plant responses to aphid infestation. Transcriptome analysis of soybean tolerance to aphids showed that 3 and 36 genes, including genes related to plant defense, were differentially expressed 5 d and 15 d after aphid infestation, respectively [18]. Besides, a candidate *R* gene controlling aphid resistance was discovered with RNA-seq transcriptome analysis in antibiotic (*Rag2*) soybean [22]. However, the differences of global responses between antibiotic and antixenotic genotypes in soybean are still uncovered.

In the present study, we performed transcriptome profiling of the responses in aphid resistance soybean genotypes P203 (antixenosis) and P746 (antibiosis) 24 h, 48 h, and 96 h after aphid infestation and conducted a comprehensive analysis of the genotypes to identify the dynamic alteration of gene expression. This study will contribute to the understanding of aphid-resistant mechanisms underlying different plant defense catalogs.

## 2. Results

### 2.1. Global Analysis of Gene Expression after Aphid Infestation

To obtain the global gene expression profiles during aphid infestation in soybean genotypes, samples with three biological replicates at 24, 48, and 96 h after incubation (HAI) in the susceptible Dongnong47, antixenotic P203, and antibiotic P746 genotypes were collected. 

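RNA-seq libraries of leaves were analysed for the susceptible Dongnong47, for P203, which aphids avoid (antixenosis), and for P746, on which aphids fare badly (antibiosis). Leaflets carried 6 caged aphids (infested) or an empty cage (mock). Each of the 18 groups of genotype, treatment and time point had 3 biological replicates, so that 54 libraries were used, where the paper counts 18. The authors mapped the clean reads with HISAT2, counted reads per gene with StringTie and calculated TPM with RSEM. The values analysed here are estimated counts per gene. In each library, 18.0% to 23.3% of them were not whole numbers, and all were rounded to whole numbers before testing. Values covered 53971 loci, of which 48764 were annotated genes and 5207 were loci assembled by StringTie. A gene that had no value in a library as used here was taken as 0. Infested and mock libraries of the same genotype and time point were compared in 9 separate fits of 6 libraries with edgeR (quasi-likelihood test, TMM normalization, low counts removed by filterByExpr). Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1, the paper's thresholds, and DESeq2, the paper's tool, was run as an alternative.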

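Genotype labels were compared with marker genes taken from the mock libraries of 24 HAI. A marker on chromosomes 1 to 13 separated all 3 libraries of one genotype from all 3 of another by at least 2 on the log2 scale, with at least 2 CPM in each library of the higher genotype. Of 80 markers between Dongnong47 and P203, 81.2% to 100% were Dongnong47-like in the other 17 libraries labelled Dongnong47, against 6.25% in the library labelled Dongnong47, 96 HAI, infested replicate 1. The library labelled P746, 48 HAI, infested replicate 3 had 80.0% Dongnong47-like markers. Of 77 markers between P203 and P746, none was P203-like in the 3 mock libraries labelled P746 at 24 HAI from which they were chosen, whereas 57.1% to 97.4% were P203-like in the 12 libraries labelled P746 at 48 and 96 HAI. Libraries labelled Dongnong47, apart from 96 HAI infested replicate 1, were P203-like at 54.5% to 66.2% of these 77 markers. In the 24 HAI infested libraries labelled P746, replicates 1, 2 and 3 had 96.1%, 3.90% and 49.4%. No library was relabelled or removed, genotypes are given by label throughout, and these libraries enter every value for Dongnong47 at 96 HAI and for P746.

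**Figure D1:**
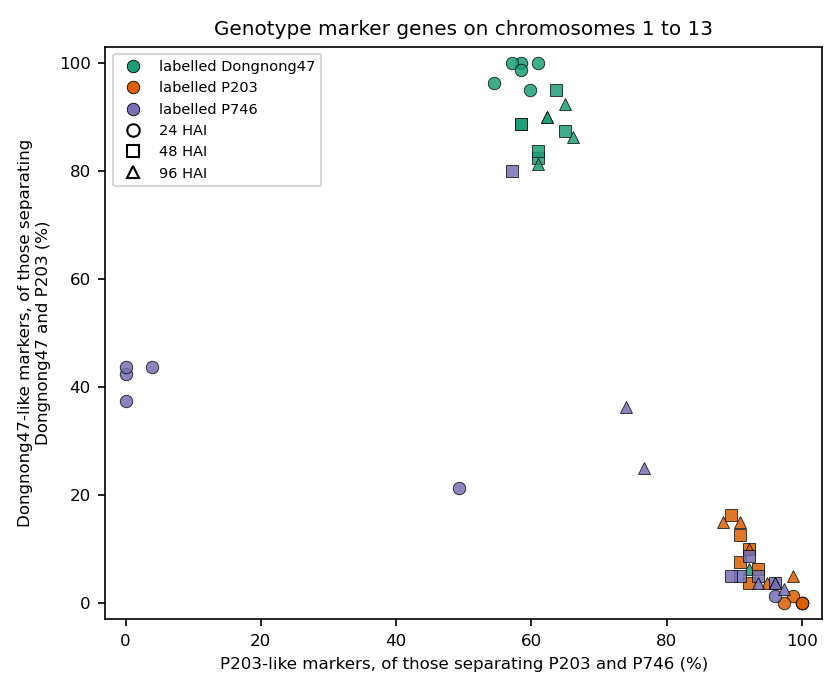
Share of marker genes on chromosomes 1 to 13 that were P203-like, of the 77 separating P203 and P746 (x axis, %), and Dongnong47-like, of the 80 separating Dongnong47 and P203 (y axis, %), in the 54 libraries. Each point is a library, with its label as colour and its time point as shape: most points labelled P746 at 48 and 96 HAI sit among those labelled P203, and the point labelled Dongnong47 with 6.25% on the y axis sits there too.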

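Estimated counts summed to 16596469 to 34982790 per library, and these totals, not read totals, are the depth behind every value given here. The median total was 25886354 at 24 HAI (20244570 to 34982790), 19199850 at 48 HAI (16680919 to 21487630) and 18575578 at 96 HAI (16596469 to 21857929). Totals of infested and mock libraries did not overlap in 4 of the 9 comparisons. The infested libraries were deeper in Dongnong47 at 24 HAI (medians 34414746 and 25765443), and the mock libraries were deeper in Dongnong47 at 48 HAI (18183751 infested, 20560346 mock), P746 at 48 HAI (16885847 and 20062462) and P203 at 96 HAI (16652506 and 20576652). Replicates differed by more than counting noise: over 54 pairs of replicates, the smallest chi-square per gene was 8.58, where counting noise alone would give 1.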

A total of 18 libraries were constructed and approximately 990 million raw reads were obtained, with approximately 53.1 million clean reads per library. About 911 million mapped reads were generated, with approximately 48.5 million uniquely mapped reads per library (Table S1). 

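Part of the abundant genes past a point on chromosomes 14 to 20 had no value in 44 of the 54 libraries, and the point differed between libraries. The measure used 15813 abundant genes, with at least 20 CPM at the 0.75 quantile over the libraries, 11237 of them on chromosomes 1 to 13. Past its point, a library had no value for 22.9% to 50.6% of these genes (median 37.7%), whereas on chromosomes 1 to 13 the median share was 0.129% and the highest 0.329%. The loss was found in 10 of 18 libraries at 24 HAI and in 17 of 18 at both 48 and 96 HAI. It was uneven between treatments at 96 HAI, where the 9 mock libraries had no value for a median of 42.4% (14.8% to 50.0%) of the abundant genes on chromosomes 14 to 20, and the 9 infested libraries for 6.45% (0.262% to 26.2%). All comparisons were therefore refitted on chromosomes 1 to 13 alone, an alternative chosen after seeing the data. What produced the missing values was not tested.

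**Figure D2:**
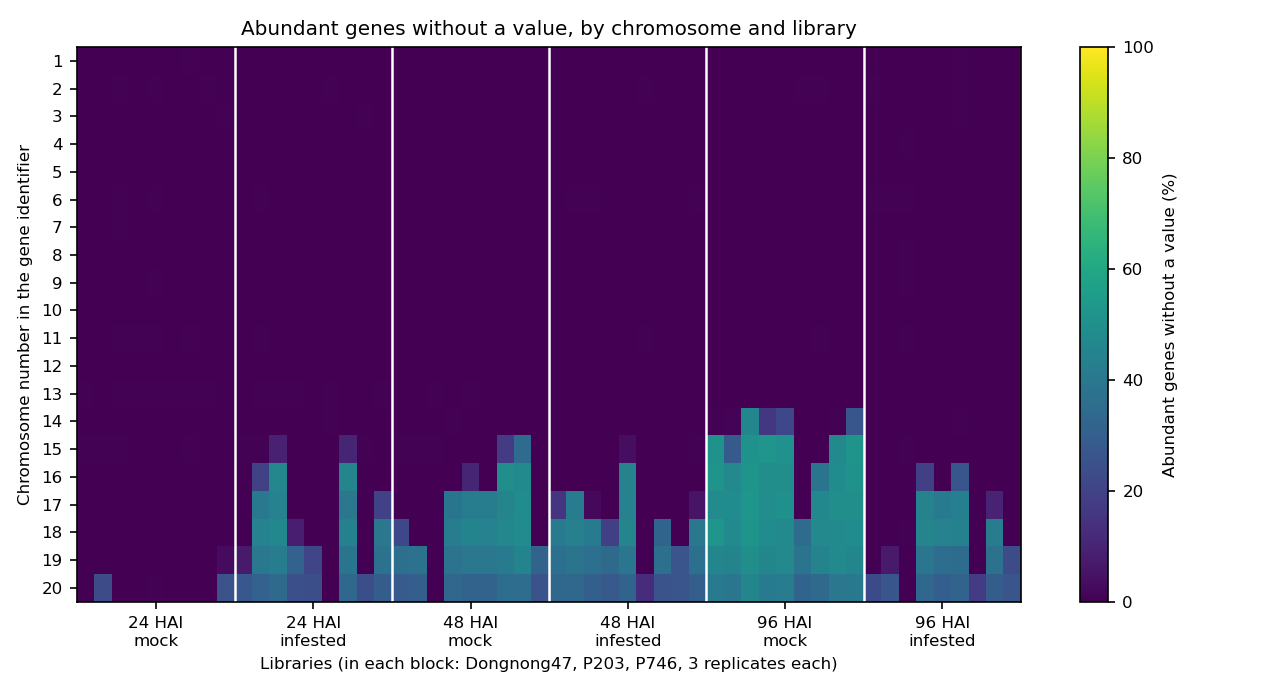
Percentage of abundant genes without a value (colour, %) for each of 20 chromosomes (vertical axis) and 54 libraries (horizontal axis, in 6 blocks by time point and treatment, each with Dongnong47, P203 and P746 in 3 replicates). Chromosomes 1 to 13 stay near 0 in every library, and the 96 HAI mock block carries the widest loss, with a median of 42.4% on chromosomes 14 to 20.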

The number of clean data comprised approximately 96.65% of the total number of raw data. The distribution of clean reads on chromosomes was analyzed to estimate the distribution of genes responding to aphid infestation (Table S2) according to the latest soybean genome Wm82.a2.v1 from the Ensembl Plants database (https://plants.ensembl.org/index.html). 

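Chromosomes were taken from the gene identifiers, which gave a number for 48552 genes, and shares were calculated from estimated counts. In the 10 libraries without missing stretches, chromosome 13 held 7.78 ± 3.45% of the counts (mean ± SD), chromosome 8 held 7.40 ± 0.366% and chromosome 19 held 7.39 ± 0.854%, the 3 largest means of the 20 chromosomes. Their order rested on the library labelled Dongnong47, 96 HAI, infested replicate 3, with 17.5% on chromosome 13. In the other 9 libraries chromosome 13 held 6.69 ± 0.333% (6.38% to 7.48%) and rank 3, after chromosomes 8 (7.50 ± 0.174%) and 19 (7.46 ± 0.878%). Over all 54 libraries chromosome 19 had 3.75 ± 2.81% and rank 16, and part of the genes at the end of the identifier order had no value in most of these. Together the 3 chromosomes carried 21.7 ± 3.54% of the counts in Dongnong47, 21.5 ± 3.12% in P203 and 20.4 ± 1.90% in P746 (18 libraries each), differences smaller than the SD between libraries. Without the libraries with missing stretches, the shares were 24.3 ± 4.36% (4 libraries), 21.8 ± 0.911% (4) and 20.7 ± 1.02% (2).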

Most of the clean reads mapped to chromosomes 13, 19, and 8 in all genotypes (Dongnong47: 89,451,410 reads, 25.77%; P203: 83,081,860 reads, 25.62%; P746: 76,451,398 reads, 23.83%) (Figure S1). In the database, genome assembly contains 55,897 annotated genes, and a total of 672,566 annotated genes were obtained in all 18 libraries, with the average of 37,365 annotated genes per library (Figure 1A).

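In the 54 libraries, 38057.6 ± 1003 annotated genes had at least 1 count (mean ± SD), with 36342 to 40128 per library. Group means ran from 36684.7 ± 137 in mock Dongnong47 at 96 HAI to 39583.3 ± 517 in infested P746 at 24 HAI. Thinning every library to the smallest total lowered the mean to 37660.6. At a threshold of 1 CPM the number was 28831.4 ± 1096. On chromosomes 1 to 13 alone, 26846.3 ± 694 genes were found.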

The expression levels of annotated genes, which were normalized as transcripts per million (TPM) reads, were generally comparable in all genotypes with aphid infestation (Figure 1B, Table S3). 

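TPM was not recalculated, because gene lengths were not used here, and the breadth of expression was compared by the genes that reached 1 CPM. Group means were between 27259.3 ± 1162 (mock Dongnong47 at 48 HAI) and 30524.3 ± 1072 (infested P746 at 24 HAI), with SDs between replicates of up to 1850 genes. Infested means were higher than mock means in 7 of the 9 comparisons. Libraries of the 2 treatments did not overlap in 4 of them: Dongnong47 at 48 HAI (28919.7 ± 325 infested), P203 at 96 HAI (29397.0 ± 1144 against 28016.0 ± 160), and P746 at 24 HAI (29206.3 ± 354 mock) and 48 HAI (30029.7 ± 955 against 28098.0 ± 366). On chromosomes 1 to 13, with genes of at least 1 count, mock means were the higher at 96 HAI in each genotype. Mock and infested means were 27293.3 ± 237 and 25991.3 ± 1058.5 in Dongnong47, 27106.3 ± 586 and 26963.7 ± 545 in P203, and 27351.0 ± 80.5 and 26797.0 ± 291 in P746. Infested means were the higher there at 24 HAI in each genotype, and at 48 HAI in Dongnong47 and P746 but not in P203.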

In each genotype, the expression levels of any two libraries were highly correlated (the average correlation coefficient *r* > 0.93 (Dongnong47: 0.95; P203: 0.94; P746: 0.93) in each genotype (Figure 1C). 

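Pearson's r between group means of CPM, over genes and on the linear scale, was averaged over the 15 pairs of the 6 groups of each genotype. Mean r was 0.706 in Dongnong47 (0.509 to 0.917), 0.606 in P203 (0.282 to 0.964) and 0.733 in P746 (0.533 to 0.893). Genes are not independent replicates, so that these r describe similarity only. The log scale moved the means most, to 0.887, 0.894 and 0.894 with log2(CPM + 1), and Spearman's rho averaged 0.870, 0.879 and 0.880. Pairs of single libraries (153 per genotype) gave 0.649, 0.569 and 0.636 on the linear scale. On chromosomes 1 to 13 the means were 0.748, 0.660 and 0.786.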

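Between mock and infested group means at the same time point, r over genes fell from 24 to 96 HAI in each genotype. In Dongnong47 it was 0.917 at 24 HAI, 0.723 at 48 HAI and 0.593 at 96 HAI. In P203 it was 0.964, 0.865 and 0.841, and in P746 it was 0.893, 0.835 and 0.619. Each mean was taken over 3 libraries, and the 96 HAI mock libraries were those with the largest share of missing values on chromosomes 14 to 20.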

High correlation was observed even between the expression profiles of aphid infestation and mock treatment, despite the distinct phenotype of the seedlings with aphid infestation. It suggested that only a small set of genes were involved in the response of plant during aphid infestation, while the expression profiles of most genes remain stable.

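Tests covered 34534 loci in Dongnong47 at 24 HAI, and between 32059 and 34993 loci over the 9 comparisons of infested with mock. An unadjusted p under 0.05 was found in Dongnong47 for 2868 loci at 24 HAI, 8555 at 48 HAI and 8481 at 96 HAI. The numbers were 964, 1767 and 8081 in P203 and 3773, 2192 and 6744 in P746. TMM placed the median change of genes on chromosomes 1 to 13 with a mean of at least 50 counts (17441 to 20042 genes) between -0.05 and 0.05 on the log2 scale. Scaling by total counts instead, chosen after seeing the data, moved that median to 0.23, 0.61 and -0.69 in Dongnong47, to 0.16, -0.11 and 0.20 in P203, and to 0.40, 0.11 and -0.51 in P746. Missing values on chromosomes 14 to 20 enter these totals. Totals of chromosomes 1 to 13, also chosen after seeing the data, gave 0.03, 0.49 and -0.41 in Dongnong47, 0.10, -0.05 and 0.29 in P203, and 0.22, 0.22 and -0.27 in P746. All changes below are therefore relative to the median of these genes. From the correlation between infested and mock profiles, the paper proposes that few genes take part in the response while most stay stable.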

### 2.2. Dynamic Expression of Differentially Expressed Genes in Response to Aphid Infestation

The expression patterns of genes with aphid infestation in different genotypes were evaluated by DESeq2 (*p*-adjust < 0.05 and |log_2_FC| ≥ 1). 

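With edgeR, 346 loci were called in Dongnong47 at 24 HAI (229 higher in infested leaves), 1727 at 48 HAI (670 higher) and 3081 at 96 HAI (2281 higher). In P203, 0, 21 (all higher) and 1634 (905 higher) were called, and in P746, 0, 0 and 1612 (1114 higher). The 21 loci in P203 all lay on chromosomes 14 to 20, each with no value in at least 2 libraries of a group. Direction at 96 HAI differed between parts of the genome in Dongnong47 and P746. On chromosomes 14 to 20, 1556 of 1683 calls in Dongnong47 and 659 of 710 in P746 were higher, most of them with no value in at least 2 libraries of a group, against 487 of 914 and 221 of 415 on chromosomes 1 to 13. A further 484 calls in Dongnong47, 423 in P203 and 487 in P746 at 96 HAI had no chromosome number, the part with the loci assembled by StringTie. Mock and infested libraries of 96 HAI shared a median of 0.0158 of these assembled loci. Calls of assembled loci there may therefore rest on their names alone. DESeq2 called 1186, 4221 and 8567 loci in Dongnong47, 104, 675 and 7083 in P203, and 2441, 423 and 5928 in P746. It shared 346, 1714, 3078, 21, 1631 and 1609 loci with the 6 edgeR lists that held any. On chromosomes 1 to 13 alone, edgeR called 265, 2047 and 383 genes in Dongnong47, 0, 0 and 1655 in P203, and 1, 0 and 117 in P746. With the replicate number as a block, edgeR called 0 loci in each of the 9 comparisons. Of its fits, that of Dongnong47 at 24 HAI, the comparison in which libraries with the same number deviated together, had 3536 loci at an unadjusted p under 0.05. All calls given for it here and below come from the fit without the block.

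**Figure D3:**
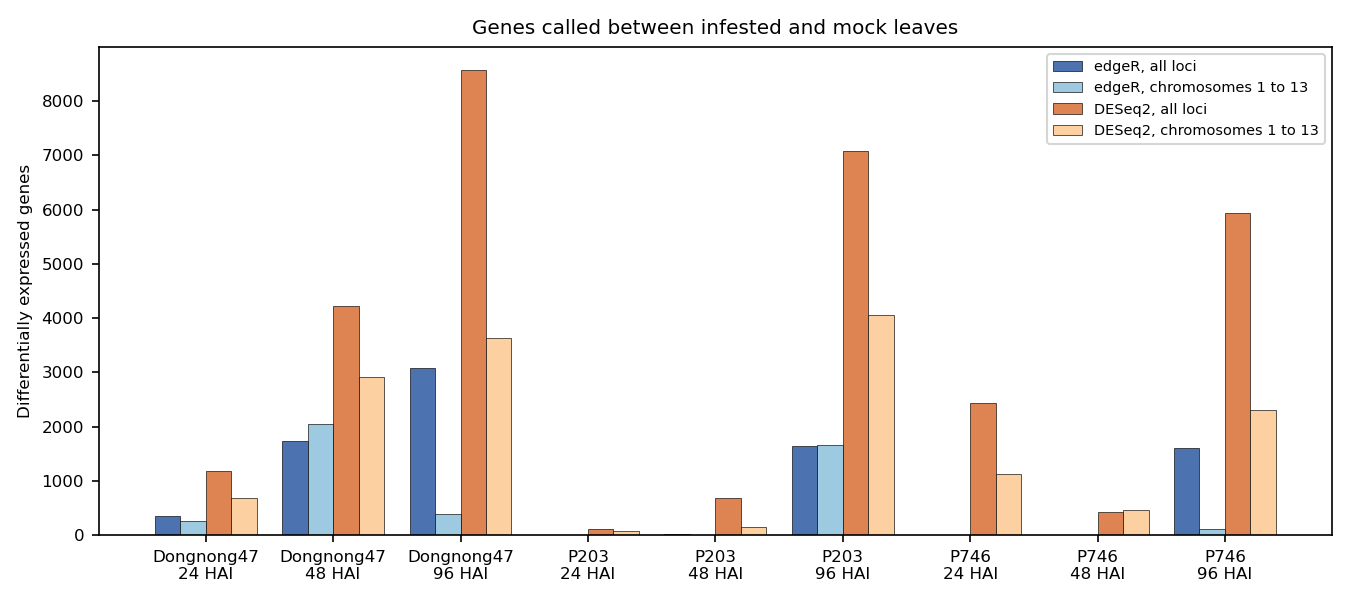
Number of loci called between infested and mock leaves (vertical axis) in each genotype and time point, by edgeR and DESeq2, over all loci and on chromosomes 1 to 13 (bar colours). At 96 HAI in Dongnong47 the edgeR count falls from 3081 over all loci to 383 on chromosomes 1 to 13, and in P203 it is 1634 and 1655.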

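Single libraries carried many of the calls. In Dongnong47 at 24 HAI, edgeR called 0 loci without mock replicate 1 or 3, 147 without infested replicate 2, 153 without infested replicate 3 and 1587 without infested replicate 1. At 48 HAI it called 450, 293 and 453 without mock replicates 1, 2 and 3, and 213 and 239 without infested replicates 1 and 2. At 96 HAI the lowest count was 1884, without infested replicate 2. In P203 at 24 HAI, 316 loci were called without infested replicate 3. At 48 HAI the count was 287 without infested replicate 2 and 0 without any other library. Exchanging infested replicate 2 with mock replicate 3 there gave 2433 loci, and 2851 genes on chromosomes 1 to 13. The libraries of P203 at 48 HAI thus grouped more strongly across the treatment labels than by them. At 96 HAI the count in P203 was 0 without mock replicate 1 or 2 or infested replicate 1 or 2, and 1 without infested replicate 3. In P746, 1007 loci were called at 24 HAI without infested replicate 2, the replicate with the fewest P203-like markers, and 657 at 48 HAI without mock replicate 3. At 96 HAI the count was 886 and 895 without mock replicates 2 and 3, and 685 and 616 without infested replicates 1 and 3.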

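Over the 3 time points, edgeR called 4870 loci in Dongnong47, 1655 in P203 and 1612 in P746, together 6381 loci, of which 326 were called in all 3 genotypes (43 on chromosomes 1 to 13 fitted alone, 2160 with DESeq2). Of the loci called in Dongnong47, 4524 (92.9%) were not called at 24 HAI, and neither P203 nor P746 had a call at 24 HAI. In Dongnong47, 10 loci were called at both 24 and 48 HAI, 25 at both 24 and 96 HAI, 250 at both 48 and 96 HAI and 1 at all of them. In P203 and P746, no locus was called at more than 1 time point. With DESeq2 the unions were 12184, 7643 and 8414, together 18822, and 90.3%, 98.6% and 71.0% of them were not called at 24 HAI. Of the annotated genes in the edgeR unions, 49.7% in Dongnong47, 25.2% in P203 and 63.1% in P746 lay on chromosomes 14 to 20. Fits of chromosomes 1 to 13 gave unions of 2605, 1655 and 118 genes with edgeR, together 3773, and of 6280, 4197 and 3656 with DESeq2, together 9871. At 96 HAI, treatment also went with the set of loci assembled by StringTie, which was shared by the infested libraries with those of 48 HAI and not with the mock libraries. Infestation and such a batch of libraries cannot be told apart in any value of infested against mock leaves at 96 HAI.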

In total, 12,573 genes were identified as differentially expressed genes (DEGs) in all libraries, with 5788 DEGs in Dongnong47, 1388 DEGs in P203 and 8221 DEGs in P746 (Table S4), and, in all genotypes, more than 60% genes not detected at 24 HAI were significantly regulated at 48 HAI and 96 HAI, which indicated lasting response in soybean to biotic stress and more systematic response in susceptible and antibiotic genotypes during aphid infestation (Figure 2A). Besides, at 24 HAI more than 90% DEGs in Dongnong47 and P203 were overlapped with significantly up-regulated, while the number of up- and down-regulated genes were comparable in other DEGs in all genotypes (Figure 2B,C).

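Of the 346 loci that edgeR called in Dongnong47 at 24 HAI, 66.2% were higher in infested leaves (exact binomial 95% interval 60.9% to 71.2%). Binomial intervals here take the loci as independent, so that they do not cover the spread between replicates. The share depended on the part of the genome: 174 of 183 called genes on chromosomes 1 to 13 were higher, and 54 of 157 on chromosomes 14 to 20. Fitted alone, chromosomes 1 to 13 gave 94.7% (91.3% to 97.1%), and a single fit of all 54 libraries gave 89.7%. The share fell below 50% without mock replicate 2 (42.4%) or infested replicate 1 (19.7%), 2 (38.1%) or 3 (34.0%). DESeq2 gave 62.1% of its calls as higher in Dongnong47, and 79.8% on chromosomes 1 to 13. In P203, where edgeR called no locus at 24 HAI, 90.4% of the 104 calls by DESeq2 were higher, as were 13 of 14 (92.9%) in the single edgeR fit and 2.22% of the loci that edgeR called without infested replicate 3. In P746, also without calls by edgeR, 66.3% of the calls by DESeq2 were higher, 103 of 124 (83.1%) in the single edgeR fit, and 26.3% of those by edgeR without infested replicate 2.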

In order to investigate possible function of DEGs in different genotypes, the gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was conducted. Overall, enriched GO terms were distinct in different genotypes, indicating divergent responses to aphid infestation (Table S5). Within the top 10 significantly enriched GO terms (FDR < 0.05), terms related to biological process regulation was overrepresented at 24 HAI and terms associated to phosphorylation and biosynthetic process were enriched at 48 and 96 HAI in Dongnong47; in P203, terms about to homeostasis were significantly enriched at 24 HAI, and genes associated to catabolic process and transport were overrepressive at 96 HAI, but there were no GO terms significantly enriched at 48 HAI; in P746, terms related to regulation were enriched at 24 HAI, followed by biosynthetic and metabolic process at 48 and 96 HAI (Figure S2). The enriched GO terms suggested that transcription regulators were involved and play key roles during aphid infestation. Besides, genes associated to phytohormones regulation (such as jasmonic acid (JA) and salicylic acid (SA) biosynthetic and metabolic process), defense response related to callose (such as callose localization and deposition in cell wall), and superoxide metabolism (such as superoxide radicals removal) were also enriched (Table S5). With KEGG enrichment analysis, pathways related to plant hormone signaling were significantly enriched in Dongnong47 at 24 and 48 HAI, while there was no significant enriched pathway in P203 at the same time, and in P746 the pathways associated to hormone signaling and secondary metabolite were enriched during aphid infestation (Table S6, Figure S3). The GO and KEGG enrichment analysis suggested that the similar biological process involved in response to aphid infestation in susceptible and antibiotic genotypes in 24 h, but it was diverse between susceptible and resistant genotypes at 48 and 96 HAI.

### 2.3. Differentially Expressed Transcription Factors in Response to Aphid Infestation

During the plant’s response to biotic stress, transcription factors (TFs) play critical roles in controlling signal initiation, signal transduction, and plant defense by regulating gene expression [23]. The enrichment of GO terms related to transcription regulator observed in the present study indicates that TFs also play important roles in plant’s response to aphid infestation. A total of 894 TF genes categorized into 40 families were identified with distinct expression patterns (Table S7; Figure 3A), and 43.07% TFs belong to the families of APETALA 2/ethylene response factors (AP2/ERF), bHLH, the transcription factors contained conserved WRKYGQK domain (WRKY), and v-myb avian myeloblastosis viral oncogene homolog (MYB), which indicated they played major roles in regulation of plant response to aphid infestation (Figure S4A). 

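Table S7, read here as 901 entries for 895 genes in 39 families, was used as the list of TF genes. AP2/ERF (126 genes), bHLH (93), WRKY (86) and MYB (76) made up 42.6% of the genes. Of the 895 genes, 890 had a value in at least 1 library, and 258 lay on chromosomes 14 to 20. The paper selected the list from these same libraries, so that calls adjusted over the list alone are not independent evidence.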

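The difference between genotypes in the response of TF genes was tested as an interaction of genotype and treatment, in 3 pairs of genotypes at 3 time points. In these 9 comparisons (7538 tests), edgeR called 9 interactions, 8 of them on chromosomes 14 to 20, with 791 at an unadjusted p under 0.05. Adjusted over the list alone the number was 15, and DESeq2 called 251 over all genes.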

The regulation tendency between susceptible and resistant genotypes were opposite. The stress response in Dongnong47 were drastically regulated at 24 HAI and suppressed later, while, in P203 and P746, the number of TFs involved in the response continuing increased. It suggested continuous regulation in resistant genotypes (Figure S4B).

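Among TF genes, edgeR called 51 in Dongnong47 at 24 HAI (48 higher in infested leaves), 73 at 48 HAI (52 higher) and 50 at 96 HAI (22 higher). In P203 the numbers were 0, 0 and 22 (14 higher), with 63, 54 and 152 at an unadjusted p under 0.05. In P746 they were 0, 0 and 14 (8 higher), with 154, 132 and 143. Adjusted over the list alone, the calls were 108, 133 and 31 in Dongnong47, 6, 0 and 9 in P203, and 6, 0 and 4 in P746. With a replicate block edgeR called 0 TF genes in each comparison, with 206 at an unadjusted p under 0.05 in Dongnong47 at 24 HAI. DESeq2 called 134, 216 and 229 TF genes in Dongnong47, 16, 30 and 140 in P203, and 116, 42 and 122 in P746. In Dongnong47 at 24 HAI, leaving out 1 library gave 0 (mock replicate 1), 0 (mock replicate 3), 86 (infested replicate 1), 11 (infested replicate 2) and 11 (infested replicate 3). In Dongnong47 at 48 HAI, leaving out 1 library gave 8 (mock replicate 1), 6 (mock replicate 2), 10 (mock replicate 3), 1 (infested replicate 1) and 4 (infested replicate 2). In Dongnong47 at 96 HAI, leaving out 1 library gave 85 (mock replicate 1), 32 (mock replicate 3), 28 (infested replicate 1), 20 (infested replicate 2) and 33 (infested replicate 3). In P203 at 24 HAI, leaving out 1 library gave 6 (infested replicate 3). In P203 at 48 HAI, leaving out 1 library gave 2 (infested replicate 2). In P203 at 96 HAI, leaving out 1 library gave 0 (mock replicate 1), 0 (mock replicate 2), 0 (infested replicate 1), 0 (infested replicate 2) and 0 (infested replicate 3). In P746 at 24 HAI, leaving out 1 library gave 30 (infested replicate 2). In P746 at 48 HAI, leaving out 1 library gave 4 (mock replicate 3). In P746 at 96 HAI, leaving out 1 library gave 35 (mock replicate 1), 6 (mock replicate 2), 6 (mock replicate 3), 5 (infested replicate 1) and 7 (infested replicate 3). The paper states from its own counts that regulation in Dongnong47 was early and then suppressed and that more TFs joined over time in P203 and P746, and proposes continuous regulation in the resistant genotypes.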

The expression patterns of TFs were investigated in all libraries, and k-mean clustering based on the expression patterns of the TF gene families resolved six clusters. Genes in Cluster 1 were highly expressed in aphid-infected Dongnong47 at 48 and 96 HAI with an enrichment of APETALA 2/ethylene response factors (AP2/ERF), basic helix-loop-helix (bHLH), MYB, and WRKY TF genes; genes in Cluster 2, 3, and 4 were highly expressed in P746 and gradually increased during the infestation; and genes in Cluster 5 and 6 were highly expressed in P203 with an enrichment of AP2/ERF TF genes (Figure 3B).

Each cluster obtained by k-mean clustering included different TF families, and each family was present with at least one member in most clusters (Figure 3B). Compared with other families, MYB and WRKY families were enriched in all clusters and exhibited similar changes in gene expression in the three genotypes during infestation, whereas the expression of the AP2/ERF gene family was the same in Dongnong47 and P746, but followed the opposite trend in P203 (Figure 3B).

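Families were tested as sets with fry, a self-contained rotation test, with adjusted p over 6 sets and 9 comparisons (54 tests). For AP2/ERF the lowest adjusted p was 0.0789 (Dongnong47 at 24 HAI, median log2 fold change 0.34, 69 of 112 tested genes higher), for WRKY 0.120 (Dongnong47 at 24 HAI) and for MYB 0.167 (P746 at 24 HAI). The preset correlation of camera (0.01) moved the tests most, with 26 of the 54 tests called, for example WRKY in Dongnong47 at 24 HAI (adjusted p = 6.13e-21), and none of these held under fry. In a single fit of all 54 libraries, fry called AP2/ERF at 24 HAI in Dongnong47 (adjusted p = 0.00993) and P203 (0.0185) and MYB in P203 at 24 HAI (0.0438). Without mock replicate 2, AP2/ERF in Dongnong47 at 24 HAI reached 0.0380, and on chromosomes 1 to 13 it reached 0.0271. Interactions between genotypes over the 9 comparisons were called by edgeR for 1 AP2/ERF gene, 0 WRKY genes and 0 MYB genes, with 105, 93 and 83 at an unadjusted p under 0.05, 1, 2 and 2 when adjusted over the list alone, and 28, 30 and 16 by DESeq2.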

The TF genes in the AP2/ERF family were clustered into two groups according to their expression patterns with hierarchical clustering. In Group 1, the expression of the genes increased in P203 during infestation, and in Dongnong47 and P746, the genes were up-regulated at 48 HAI and down-regulated at 96 HAI; the down-regulation was greater in Dongnong47. 

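Median log2 fold changes of the AP2/ERF genes, as a whole family, were 0.34, 0.50 and -0.47 at 24, 48 and 96 HAI in Dongnong47, 0.31, 0.30 and 0.28 in P203, and 0.39, 0.41 and -0.14 in P746. Genes with a value in all 6 libraries gave 0.19, 0.49 and -0.49, then 0.27, 0.30 and 0.21, then 0.33, 0.41 and -0.05. RLE normalization, total counts and totals of chromosomes 1 to 13 kept each of these signs, but none of them parts infestation from batch at 96 HAI. The median in P746 at 96 HAI turned positive without low counts being filtered (0.03), in one fit of all 54 libraries (0.03), and without mock replicate 2 (0.23), mock replicate 3 (0.06) or infested replicate 2 (0.06). In P203 it was -0.12 at 48 HAI without infested replicate 2, and at 96 HAI it was -0.18 without infested replicate 3 and -0.12 with a replicate block. In P746 at 48 HAI fry gave the direction as lower, and the median was -0.28 without infested replicate 2 and -0.17 with a replicate block. The library labelled Dongnong47, 96 HAI, infested replicate 1 enters the change in Dongnong47 at 96 HAI. The genes of the 2 groups of the clustering were not listed by group in the text, and were not tested apart.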

The TFs in Group 2 shared the same decreasing expression tendency during infestation in all genotypes (Figure 4A). The WRKY family of TFs was divided into three groups based on their expression patterns. Dongnong47 and P746 shared the same expression pattern in Group 1 and Group 2, whereas the genes in Group 3 had a different expression tendency in all genotypes (Figure 4B). 

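For the WRKY genes, median log2 fold changes were 0.78, 0.96 and -1.49 at 24, 48 and 96 HAI in Dongnong47, 0.71, -0.28 and 0.62 in P203, and -0.07, 0.04 and -0.46 in P746. Adjusted p by fry was 0.120, 0.202 and 0.266 in Dongnong47, 0.456, 0.673 and 0.632 in P203, and 0.857, 0.742 and 0.455 in P746. In Dongnong47 at 96 HAI 52 of 59 genes with a value in all 6 libraries were lower, with a median of -1.32. Infestation and batch cannot be told apart in this value. The median in P746 at 24 HAI changed sign under total counts (0.32) and totals of chromosomes 1 to 13 (0.15), with a replicate block (0.14) and without mock replicate 2 (0.81), infested replicate 1 (0.09) or infested replicate 2 (0.07), and its mean was 0.06. At 48 HAI in P746 the mean was -0.08, and the median was -1.33 without infested replicate 2, -0.00 without mock replicate 3 and -0.44 with a replicate block. In P203 the median at 48 HAI was 0.05, 0.04 and 0.04 without mock replicate 1, infested replicate 1 or infested replicate 3, and at 96 HAI it was -0.01 without infested replicate 3.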

Clustering of the MYB family of TFs revealed three groups based on the expression patterns. 

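Median log2 fold changes of the MYB genes were -0.15, 0.44 and -0.10 at 24, 48 and 96 HAI in Dongnong47, 0.58, -0.32 and 0.19 in P203, and 0.22, 0.28 and -0.20 in P746. In P203 at 24 HAI, 45 of 58 MYB genes with a value in all 6 libraries were higher in infested leaves (adjusted p = 0.181 by fry for the whole set). In Dongnong47 at 24 HAI the mean was 0.19, and the median turned positive under total counts (0.13) but not under totals of chromosomes 1 to 13 (-0.07), and was also positive in the fit of chromosomes 1 to 13 (0.02), with a replicate block (0.06) and without mock replicate 2 (0.28) or infested replicate 1 (0.07). In P746 at 48 HAI fry gave the direction as lower although the median was positive, and the median was -0.40 on chromosomes 1 to 13, -0.65 with a replicate block and -0.63 without infested replicate 2. In P203 at 96 HAI it was -0.03 with a replicate block and -0.01 without mock replicate 3.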

Group 1 genes were up-regulated in all genotypes at 24 HAI and 48 HAI, but their expression gradually decreased in Dongnong47 and P746 at 96 HAI. Group 2 genes were predominantly expressed in P746. In contrast, the genes in Group 3 were dramatically repressed by aphid infestation in P746 (Figure 4C). 

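GLYMA14G34590 (GmRAP2) had 85.5 ± 18.0 CPM in infested and 14.4 ± 3.78 CPM in mock Dongnong47 at 24 HAI (log2 fold change 2.57, SE 0.299, adjusted p = 0.0302). It was higher in all 3 infested libraries, but was called in only 1 of 6 fits with a library left out (log2 fold change 2.40 to 2.76), the one without infested replicate 1, and not with a replicate block. Its change at 24 HAI was 1.88 in P746 (adjusted p = 0.225, DESeq2 1.33e-07) and 1.44 in P203 (adjusted p = 1.00, DESeq2 0.0226). GLYMA09G06980 (GmWRKY11) had 46.1 ± 7.35 and 10.9 ± 2.95 CPM in infested and mock Dongnong47 at 24 HAI (log2 fold change 2.08, SE 0.262, adjusted p = 0.0365), and was called without mock replicate 2 or infested replicate 1 but not without any other library (2.00 to 2.33), nor with a replicate block. GLYMA03G00890 (GmMYB30) was called in no comparison by edgeR. Its largest change, in P746 at 24 HAI, was -1.61 (SE 0.402, 9.15 ± 3.24 against 28.0 ± 10.2 CPM, adjusted p = 0.346, DESeq2 0.00159). Of the other comparisons of the 3 genes, none was called by edgeR or DESeq2. Interactions between genotypes had adjusted p of at least 0.650, 0.688 and 0.471 with edgeR, and of at least 0.468, 0.115 and 0.256 with DESeq2. GLYMA14G34590 lies on chromosome 14 and had a value in all 54 libraries.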

The expression patterns were confirmed by qPCR in *Glyma14G34590 (GmRAP2)*, *Glyma09G06980 (GmWRKY11)*, and *Glyma03G00890 (GmMYB30)*, which were involved in stress response in plant [24,25,26] (Figure 4D).

### 2.4. The Expression Pattern of Jasmonic Acid- and Salicylic Acid-Related Genes during Aphid Infestation

Phytohormones play essential roles in plant response to biotic stress, especially jasmonic acid (JA) and salicylic acid (SA). Both JA and SA biosynthetic and metabolic process were enriched as GO terms and plant hormone signaling pathways enriched in KEGG pathways (Table S5, Table S6). 

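Of the JA-related genes of Table S8, 45 to 48 could be tested in each comparison, and of the SA-related genes 20 to 23. Over the 9 comparisons, edgeR made 17 calls among JA-related genes (9 higher in infested leaves), 18 when adjusted over the list alone, with 80 at an unadjusted p under 0.05 and 63 calls by DESeq2. By comparison, 8, 4 and 3 JA-related genes were called at 24, 48 and 96 HAI in Dongnong47, 0, 0 and 1 in P203, and 0, 0 and 1 in P746. SA-related genes had 5 calls, of which 4 were in Dongnong47 and 1 in P746, all at 96 HAI. Adjusted over the list alone there were 17, with 32 at an unadjusted p under 0.05 and 27 calls by DESeq2. The paper selected both lists among its own differentially expressed genes.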

Among the detected DEGs, 49 genes were JA-related, including those encoding of protein for biosynthesis, signaling, receptor and response, and 24 genes were SA-related genes, involve in biosynthesis, signaling and regulator (Table S8). Hierarchical clustering of the genes showed that most of JA-related genes in Dongnong47 and P746 were down-regulated at 96 HAI, while in P203 the genes were up-regulated at the same time point (Figure 5A). 

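At 96 HAI, 35 of 45 JA-related genes were lower in infested Dongnong47 (median log2 fold change -0.58, adjusted p = 0.380 by fry), 28 of 45 were higher in P203 (0.33, adjusted p = 0.643), and 25 of 46 were higher in P746 (0.14, adjusted p = 0.484). Among genes with a value in all 6 libraries, the medians were -0.66 (31 of 39 lower), 0.19 (20 of 35 higher) and -0.13 (18 of 35 lower). The sign in P746 at 96 HAI therefore depended on genes with missing values. It was also negative under total counts (-0.40), under totals of chromosomes 1 to 13 (-0.15), in the fit of chromosomes 1 to 13 (-0.13) and without mock replicate 1 (-0.17), mock replicate 3 (-0.06), infested replicate 1 (-0.24) or infested replicate 3 (-0.07). In P203 the median was -0.05 without infested replicate 3. The median in Dongnong47 kept its sign in each alternative, with the library labelled infested replicate 1 or without it, and camera called it at an adjusted p of 0.00213. No alternative here parts infestation from the batch of the 96 HAI mock libraries. At 24 HAI the medians were -0.05, 0.06 and -0.29 in Dongnong47, P203 and P746, and at 48 HAI -0.38, -0.91 and -0.32, and under total counts they were 0.23 and 0.10 in Dongnong47 and P746 at 24 HAI and 0.23 in Dongnong47 at 48 HAI. They were 0.03, -0.07 and 0.11 there under totals of chromosomes 1 to 13, so that the sign in P746 at 24 HAI changed under total counts alone of these 2. In Dongnong47 at 24 HAI the mean was 0.12, fry gave the direction as higher, and adjusted p was 0.202, and 0.0271 on chromosomes 1 to 13. Its median was also positive without mock replicate 1 (0.02), 2 (0.03) or 3 (0.12) and without infested replicate 2 or 3 (0.02 each). At 24 HAI the median was -0.03 in P203 without mock replicate 3, -0.00 in P203 without infested replicate 3, and 0.01 in P746 without mock replicate 2. No JA-related gene had an interaction called by edgeR in the 9 comparisons of genotypes (51 at an unadjusted p under 0.05, 7 adjusted over the list alone, 23 by DESeq2).

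**Figure D4:**
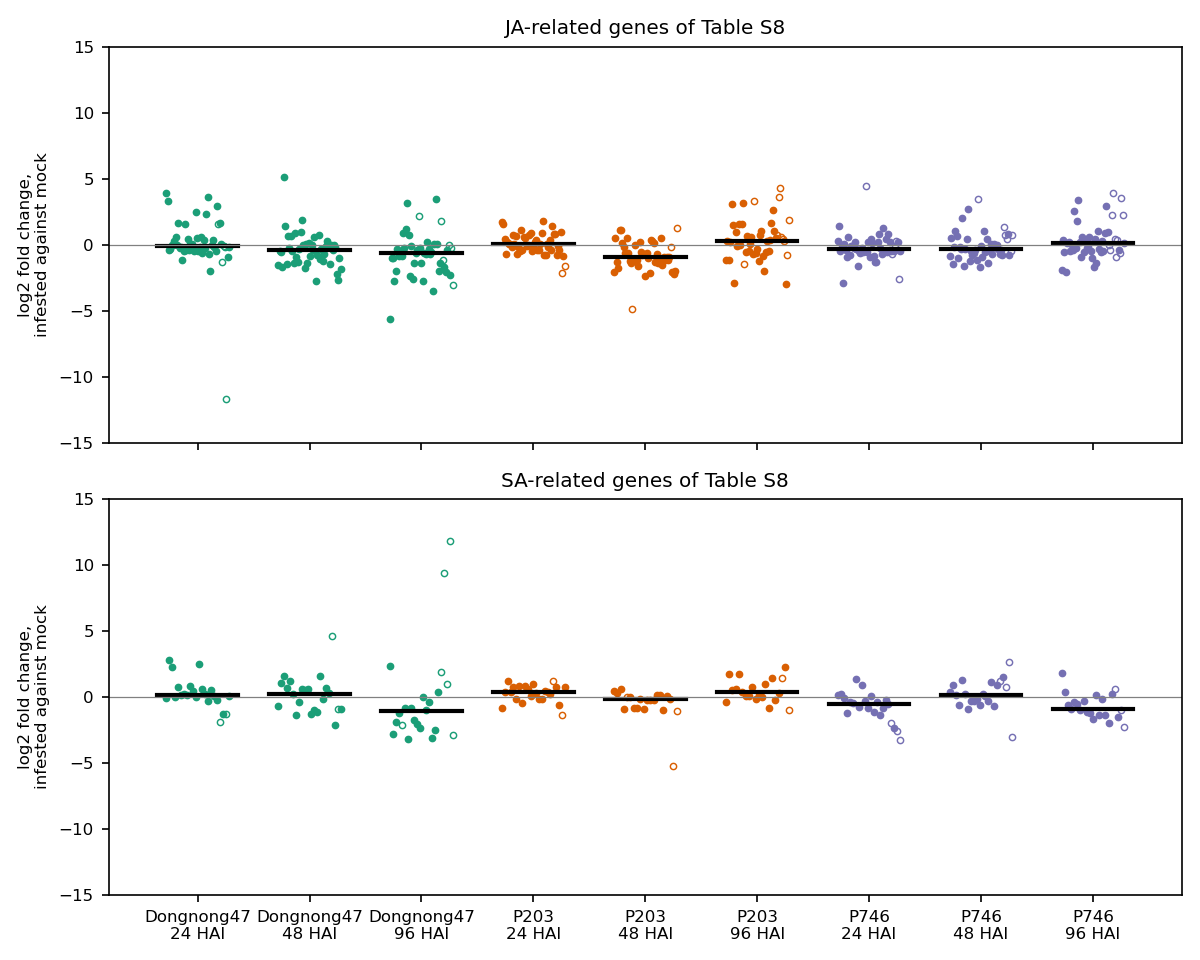
Log2 fold change of infested against mock leaves (vertical axis) for the tested JA-related genes (upper panel) and SA-related genes (lower panel) in each genotype and time point. Each point is a gene, open where it had no value in at least 1 of the 6 libraries, and black bars are medians: at 96 HAI the JA-related medians are -0.58, 0.33 and 0.14 in Dongnong47, P203 and P746, and that of P746 is negative under total counts.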

And the same expression patterns were also observed in SA-related genes (Figure 5B). 

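SA-related genes at 96 HAI had a median log2 fold change of -1.07 in Dongnong47 (16 of 22 lower, adjusted p = 0.649 by fry), 0.34 in P203 (15 of 20 higher, adjusted p = 0.659) and -0.90 in P746 (16 of 21 lower, adjusted p = 0.262). With genes that had a value in all 6 libraries they were -1.46 (16 genes), 0.34 (18) and -0.76 (18). These signs held under RLE normalization, total counts, totals of chromosomes 1 to 13 and the fit of chromosomes 1 to 13, and the median in P203 was -0.13 without infested replicate 3. Infestation and the batch of the 96 HAI mock libraries cannot be told apart under any of these. Camera called the set in P746 at 96 HAI (adjusted p = 0.0107). The medians at 24 and 48 HAI were 0.16 and 0.26 in Dongnong47, 0.39 and -0.18 in P203, and -0.49 and 0.17 in P746, with adjusted p by fry from 0.352 to 0.990. At 48 HAI in P746 fry gave the opposite direction to the median, which was -1.21 without infested replicate 2 and -0.28 with a replicate block. In P203 the median was -0.09 at 24 HAI without infested replicate 3, and at 48 HAI 0.07 without mock replicate 2 and 0.11 without infested replicate 1. Interactions between genotypes were called by edgeR for 0 SA-related genes in 9 comparisons (17 at an unadjusted p under 0.05, 1 adjusted over the list alone, 10 by DESeq2).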

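The JA- and SA-related genes with the largest and the smallest change at 96 HAI are given for each genotype (log2 fold change by edgeR). In Dongnong47 these were GLYMA13G42340 (LOX1, 3.45, SE 1.31, 164 ± 165 against 15.0 ± 13.6 CPM, adjusted p = 0.173, DESeq2 0.00595), GLYMA01G41290 (JAZ2, -5.58, SE 0.997, 1.16 ± 0.652 against 56.1 ± 46.2 CPM, adjusted p = 0.0233, DESeq2 3.23e-11) and GLYMA03G33880 (PAL1, -3.20, SE 1.11, 3.27 ± 2.28 against 30.1 ± 29.3 CPM, adjusted p = 0.144, DESeq2 0.00337). EdgeR called the second alone, and not without infested replicate 1, 2 or 3. GLYMA19G31050 (TGA2), on chromosome 19, had no value in the 3 mock libraries there, so that no fold is given. The genes in P203 were GLYMA15G19840 (JAZ2, 4.33, SE 2.71, 138 ± 164 against 6.86 ± 11.9 CPM, adjusted p = 0.396, DESeq2 0.339), GLYMA18G06950 (FAD8, -2.96, SE 0.650, 3.74 ± 2.39 against 29.1 ± 1.39 CPM, adjusted p = 0.0618, DESeq2 2.14e-05), GLYMA18G06360 (WRKY33, 2.31, SE 1.68, 28.0 ± 41.2 against 5.64 ± 5.30 CPM, adjusted p = 0.469, DESeq2 0.220) and GLYMA19G36620 (PAL1, -0.95, SE 2.41, 10.0 ± 12.1 against 19.4 ± 27.0 CPM, adjusted p = 0.861, DESeq2 0.884). WRKY33 stood at -0.39 without infested replicate 3, and PAL1 at 1.32 without mock replicate 2. In P746 they were GLYMA15G19840 (3.91, SE 2.28, 44.5 ± 21.1 against 2.96 ± 5.13 CPM, adjusted p = 0.403, DESeq2 0.366), GLYMA02G11020 (AOC4, -2.04, SE 0.425, 1.54 ± 0.253 against 6.36 ± 2.80 CPM, adjusted p = 0.0625, DESeq2 0.000263), GLYMA01G25690 (ICS1, 1.79, SE 0.592, 62.9 ± 1.29 against 18.2 ± 14.8 CPM, adjusted p = 0.179, DESeq2 0.0128) and GLYMA19G36620 (-2.28, SE 2.66, 3.37 ± 5.84 against 16.3 ± 15.7 CPM, adjusted p = 0.694, DESeq2 0.754). Without mock replicate 1 the first 3 of these were called, GLYMA15G19840 with no mock library left that had a value. GLYMA15G19840 had no value in 2 mock libraries of both genotypes, and GLYMA19G36620 none in 2 libraries of P203 and 3 of P746, so that their folds rest on few values.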

The results of the qPCR for *Glyma09G09100* (*GmJAZ12*), a key regulator in the JA signal transduction pathway and *Glyma10G06600* (*GmPAL1*), the key role in SA biosynthesis were consistent with the RNA-seq results (Figure 5C).

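GLYMA09G09100 (GmJAZ12) was lower in all 3 infested libraries of Dongnong47 at 48 HAI, with 34.2 ± 2.60 against 88.1 ± 21.0 CPM (log2 fold change -1.37, SE 0.214, adjusted p = 0.0320, DESeq2 9.52e-07). It was called without mock replicate 1 or infested replicate 3 but not without any other library (-1.59 to -1.20). In P746 at 48 HAI it had 66.6 ± 19.5 against 216 ± 20.2 CPM (-1.70, SE 0.340, adjusted p = 0.716, DESeq2 0.00193), and the other 7 changes were between -0.79 and 0.77 and were not called by either tool. GLYMA10G06600 (GmPAL1) was not called by edgeR. Its largest change was in P746 at 96 HAI, with 279 ± 112 against 719 ± 123 CPM (-1.37, SE 0.371, adjusted p = 0.122, DESeq2 0.00269). It was -0.95 in Dongnong47 (adjusted p = 0.480, 404 ± 388 against 783 ± 102 CPM) and 1.00 in P203 (adjusted p = 0.379) at 96 HAI. The difference in its response between P746 and P203 at 96 HAI was -2.39 on the log2 scale with DESeq2 (adjusted p = 0.0169), and adjusted p was at least 0.392 in all 9 comparisons with edgeR. For GLYMA09G09100 adjusted p of the interactions was at least 0.720 with edgeR and 0.542 with DESeq2.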

To investigate the possible function of the JA- and SA-related genes, the concentrations of JA and SA were analyzed using liquid chromatography-mass spectrometry (LC-MS). The JA concentration was significantly increased in Dongnong47 during infestation, but significantly decreased at 96 HAI in P203 and P746 (*p <* 0.05), which indicated the presence of different regulation mechanisms in susceptible and resistant genotypes (Figure 5D). The SA concentration remained constant after infestation in Dongnong47 and P203 but increased significantly in P746, which suggested that the SA pathway is not involved in the response to aphid invasion in susceptible and antixenotic genotypes but plays an important role in antibiotic resistance of P746 (Figure 5E).

### 2.5. Change in the Expression of Callose Synthase Genes during Aphid Infestation

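Of the callose synthase genes of Table S9, between 6 and 8 passed the filter on low counts in each comparison. GLYMA06G44770, GLYMA08G16660, GLYMA10G44150, GLYMA13G31310, GLYMA15G08020 and GLYMA15G42330 were tested in all 9, GLYMA18G12870 in 6 and GLYMA13G22595 in 3. In mock Dongnong47 at 24 HAI, GLYMA10G44150 had 48.6 ± 6.18 CPM, GLYMA06G44770 28.1 ± 3.06 CPM and GLYMA08G16660 2.42 ± 0.749 CPM. GLYMA15G42330, on chromosome 15, and GLYMA18G12870, on chromosome 18, had no value in any mock library of Dongnong47 at 96 HAI.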

A total of 15 genes related to callose synthase (CalS) were predicted in SoyBase database (Wm82.a1.v1.1; https://www.soybase.org/), and 9 genes showed detectable expression during aphid infestation in all genotypes (Table S9). 

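Median log2 fold changes of the callose synthase genes were -0.01, -0.12 and -0.04 at 24, 48 and 96 HAI in Dongnong47, -0.08, -0.49 and 0.14 in P203, and -0.08, 0.46 and -0.44 in P746. Adjusted p by fry was 0.380, 0.103 and 0.0789, then 0.834, 0.262 and 0.163, then 0.955, 0.163 and 0.632. With genes that had a value in all 6 libraries, the median at 24 HAI was 0.31 in P746 (3 of 5 higher) and 0.01 in Dongnong47 (3 of 5 higher). In the same way it was 0.03 in Dongnong47 at 48 HAI (3 of 6 higher) and -0.22 at 96 HAI (4 of 4 lower), 0.12 in P203 at 96 HAI (3 of 5 higher), and -0.45 in P746 at 96 HAI (5 of 5 lower). Fry gave the direction at 96 HAI in Dongnong47 as higher, where the mean was 3.20 because 2 genes had no value in the mock libraries. Total counts turned the medians positive at 24 HAI in Dongnong47 (0.27), P203 (0.09) and P746 (0.31) and at 48 HAI in Dongnong47 (0.49), and totals of chromosomes 1 to 13 did so too (0.07, 0.03, 0.14 and 0.38). Without mock replicate 3, the median in P203 at 96 HAI was -0.04, and that of Dongnong47 at 96 HAI was 0.15 without infested replicate 1 and 0.01 without mock replicate 2. At 24 HAI the sign changed in 4 alternatives in Dongnong47, 3 in P203 and 8 in P746. EdgeR called GLYMA18G12870 at 48 HAI and GLYMA18G12870 and GLYMA15G42330 at 96 HAI in Dongnong47, each with a group without values, and no gene in the other comparisons, where DESeq2 called 1 (in P203 at 96 HAI). No interaction between genotypes was called by edgeR in 9 comparisons (11 at an unadjusted p under 0.05, 2 adjusted over the list alone, 4 by DESeq2). In a single fit of all 54 libraries, fry gave P203 at 48 HAI an adjusted p of 0.0438.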

The expression of these genes peaked at 48 HAI in Dongnong47, most of the genes up-regulated in P203 at 96 HAI, and the down-regulation tendency was observed in P746 during aphid infestation (fold change (FC) > 1) (Figure 6A).

To investigate the possible function of callose during aphid infestation, the callose deposition was detected with aniline blue staining. Callose deposition was significantly increased in all genotypes with aphid colonization. And at 96 HAI the highest deposition was observed in Dongnong47, followed by that in P203 and P746. In P746, there was no significant difference in callose deposition between 48 HAI and 96 HAI, but it was greater compared with that in Dongnong47 and P203 at 48 HAI (Figure 6B,C). These results suggested differential callose regulation between antibiotic genotypes and that in susceptible and antixenotic genotypes.

### 2.6. Soybean Response to Reactive Oxygen Species during Aphid Infestation

Reactive oxygen species (ROS) are produced in a plant during its exposure to abiotic and biotic stresses, and their levels are modulated by a catalase. 

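Of the 6 catalase genes of Table S10, 4 were tested in each comparison. GLYMA04G01920 and GLYMA06G02040 were the most abundant, with 870 ± 509 and 969 ± 427 CPM in mock Dongnong47 at 24 HAI, against 35.0 ± 3.59 for GLYMA14G39810 and 64.5 ± 11.0 for GLYMA17G38140. GLYMA13G41761 and GLYMA15G03641 did not pass the filter on low counts.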

Six catalase-related genes were predicted in SoyBase (Wm82.a1.v1.1), and four genes showed an appreciable expression in RNA-seq dataset (Table S10). Genes, except *Glyma14g39810*, were repressed in all genotypes during aphid attack and significantly down-regulated (log_2_FC < −1) in Dongnong47 at 96 HAI (Figure 7A). 

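In Dongnong47 at 48 HAI, GLYMA06G02040 had 507 ± 60.6 CPM in infested and 1483 ± 352 CPM in mock libraries (log2 fold change -1.55, SE 0.271, adjusted p = 0.0372, 0.00462 adjusted over the list alone, DESeq2 2.79e-08). It was lower in 3 of 3 libraries and was not called once any 1 library was left out (-1.78 to -1.44). GLYMA04G01920 also fell by 1.55 there (SE 0.346, adjusted p = 0.0553, 0.00795 over the list alone, DESeq2 2.06e-05), whereas GLYMA14G39810 rose by 1.44 (SE 0.352, adjusted p = 0.0652, DESeq2 0.000754). At 96 HAI in Dongnong47 the changes of GLYMA06G02040 and GLYMA04G01920 were -0.63 (adjusted p = 0.401) and -0.46 (adjusted p = 0.623), with the library labelled infested replicate 1 included. Infestation and batch cannot be told apart at 96 HAI. Scaling by total counts, chosen after seeing the data and without a test, gave -1.31 and -1.13 at 96 HAI and -0.94 for both at 48 HAI. With totals of chromosomes 1 to 13, chosen in the same way, they were -1.03 and -0.86 at 96 HAI and -1.05 and -1.06 at 48 HAI. GLYMA17G38140, on chromosome 17, had no value in the 3 mock libraries there and 47.9 ± 11.5 CPM in the infested ones. In P203 at 96 HAI, GLYMA06G02040 was at -1.09 (adjusted p = 0.140, DESeq2 0.00498) and GLYMA14G39810 at 1.71 (adjusted p = 0.0554, DESeq2 5.78e-05). GLYMA04G01920 and GLYMA06G02040 changed by -0.65 to -1.18 in P746 at 24 HAI, by -0.62 to -0.96 at 48 HAI and by 0.37 and -0.02 at 96 HAI, with adjusted p of at least 0.548. Over the 4 genes, edgeR called 1 in Dongnong47 at 48 HAI (3 adjusted over the list alone and 3 by DESeq2), 1 at 96 HAI (1 and 1) and 0 in the other 7 comparisons. Of these 7, P203 at 96 HAI had 2 genes at an unadjusted p under 0.05, 2 adjusted over the list alone and 2 called by DESeq2, and the other 6 had 0 of each. With a library left out, edgeR made 1 call in Dongnong47 at 48 HAI for GLYMA17G38140 (without infested replicate 2, when no infested library had a value) and 1 for GLYMA14G39810 (1.74, without infested replicate 3). It also made 1 call in P746 at 24 HAI (without infested replicate 2), at 48 HAI (without mock replicate 3) and at 96 HAI (without mock replicate 3), each for GLYMA17G38140 with a group then left without values. No catalase gene had an interaction between genotypes called by edgeR (4 at an unadjusted p under 0.05, 1 adjusted over the list alone, 2 by DESeq2). For GLYMA06G02040 the response at 48 HAI differed between P203 and Dongnong47 by 1.80 with DESeq2 (adjusted p = 0.000341), and with edgeR the lowest adjusted p was 0.238.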

Staining with 3,3′-diaminobenzidine (DAB) applied to determine ROS in plants with aphid colonization revealed no significant difference between plants with or without infestation in P203 and P746 (Figure 7B,C), which indicated that peroxisome metabolism was not involved in plant resistance response to aphids.

## 3. Discussion

Soybean aphids are an invasive species with worldwide distribution. A systematic study of the gene expression regulation in response to soybean aphid infestation helps to uncover the molecular mechanisms of aphid resistance in soybean. Previous studies on the response of soybean to soybean aphid, which used high throughput technology, focused on soybean genotypes with antibiosis harboring *Rag1* and *Rag2* [19,20,21,22]. Here, we revealed transcriptome profiles of both antibiotic and antixenotic genotypes harboring resistant genes [16,27] 24 h, 48 h, and 96 h after aphid infestation. Several results were also observed in resistant or susceptible genotypes of other plants under insect attack or bacterial infection, which indicated the general response of plant to biotic stress.

Different resistant types of soybean differ in their levels of resistance to aphid infestation and survival. Nevertheless, the correlation coefficient was extremely high in each genotype between aphid-infested and mock-treated plants (Figure 1C), and a number of DEGs were found among different genotypes and sampling at different times after infestation (Table S4). High correlation was reported in the tolerant soybean genotype KS4202 with two DEGs identified under aphid attack 2 days after infestation [18], while the growth of aphid population in *Rag1*-harboring soybean dramatically decelerated without a strong measurable transcriptional response within 7 days after aphid infestation [21]. In *Medicago sativa*, 3919 of 184,892 unigenes generated were differentially expressed in both resistant and susceptible genotypes exposed to aphid infestation [28]. These findings suggested that only a small set of genes are involved in the response to aphid infestation, while the expression profiles of most genes remain stable.

Plant defense to aphid attack was distinct between susceptible and resistant soybeans. 

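Whether the response at 24 HAI differed between P746 and Dongnong47 was tested as an interaction over their 12 libraries. EdgeR called 5 loci and DESeq2 560, and on chromosomes 1 to 13 edgeR called 0 with 2048 genes at an unadjusted p under 0.05. Leaving out 1 library moved the edgeR count to between 3 (without Dongnong47 mock replicate 1) and 219 (without P746 infested replicate 2). The libraries that moved it by more than 1.5 times when left out gave 13 (P746 mock replicate 3), 12 (P746 infested replicate 1), 219 (P746 infested replicate 2), 16 (P746 infested replicate 3), 3 (Dongnong47 mock replicate 1), 3 (Dongnong47 mock replicate 3), 169 (Dongnong47 infested replicate 1) and 11 (Dongnong47 infested replicate 2). Of the 24 HAI libraries labelled P746, the mock replicates were those from which the markers of P746 were taken. On chromosomes 1 to 13, infested replicate 1 was P203-like at 96.1% of the markers between P203 and P746, and replicate 3 at 49.4%. Libraries labelled Dongnong47, apart from 96 HAI infested replicate 1, had 54.5% to 66.2%, so that this share alone does not tell P203 from Dongnong47. At markers between Dongnong47 and P203, replicate 3 was Dongnong47-like at 21.25%. Those libraries labelled Dongnong47 had 81.25% to 100% there, libraries labelled P203 0% to 16.25%, and the 24 HAI mock libraries labelled P746 37.5% to 43.75%. Replicate 3 thus lay between P746 and P203 at these markers, and a mixed sample stays open. The comparison of infested with mock leaves of P746 therefore also set libraries that differed in these markers against each other.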

Our gene expression profiles demonstrated that the response to aphid infestation in antibiotic resistant genotypes was faster than in the susceptible genotype during early infestation (24 h). Similar results were reported in Dowling (*Rag1*) when compared with Williams 82 (susceptible) after aphid treatment: 104 DEGs were detected in Dowling and 51 DEGs in Williams 82 at 6 HAI, but the number of DEGs in the two genotypes became comparable at 24 HAI [20]. Likewise, resistant tobacco cultivars had more DEGs than did the susceptible cultivar one day after the infection with cucumber mosaic virus [29]. The faster response in antibiotic resistant plants indicated that the plant defense to aphid and other biotic stresses is initiated at early stage of aphid attack and lasts during infestation. However, in antixenotic genotype much smaller set of DEGs involved in the response during aphid invasion, which indicated less interaction between seedlings and aphids.

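The response of P203 was set against that of Dongnong47 as an interaction over 12 libraries at each time point. EdgeR called 16 loci at 24 HAI, 29 at 48 HAI and 63 at 96 HAI, and DESeq2 311, 1743 and 2223. Against P746, edgeR called 1, 7 and 23 and DESeq2 214, 675 and 1659, and between P746 and Dongnong47 at 48 and 96 HAI edgeR called 4 and 63 and DESeq2 647 and 876. Of the 211 interactions that edgeR called over the 9 comparisons, 96.2% lay on chromosomes 14 to 20, and fits of chromosomes 1 to 13 called 2 in all. Between P203 and Dongnong47 at 24 HAI, the count became 26 (P203 infested replicate 1), 33 (P203 infested replicate 2), 26 (P203 infested replicate 3), 898 (Dongnong47 infested replicate 1) and 26 (Dongnong47 infested replicate 2) when that library was left out. Between P203 and Dongnong47 at 48 HAI, the count became 63 (P203 mock replicate 3), 182 (P203 infested replicate 2), 49 (Dongnong47 infested replicate 2) and 54 (Dongnong47 infested replicate 3) when that library was left out. Between P203 and Dongnong47 at 96 HAI, the count became 128 (P203 mock replicate 1), 111 (P203 mock replicate 2), 129 (P203 mock replicate 3), 96 (P203 infested replicate 1), 99 (Dongnong47 mock replicate 1) and 112 (Dongnong47 mock replicate 2) when that library was left out. From its counts of differentially expressed genes, the paper reasons that the antixenotic genotype interacted less with the aphids.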

Transcription factors are key regulators of plant response to aphid infestation. They may be involved in response initiation to aphid infestation and resistance duration (such as AP2/ERF, WRKY, and MYB family of TFs). 

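Profiles of 630 TF genes, tested in each of the 9 comparisons, were compared by Spearman's rho between log2 fold changes. Averaged over the 9 pairs of time points of each pair of genotypes, rho was 0.179 (SD 0.240) between Dongnong47 and P203, 0.247 (SD 0.249) between Dongnong47 and P746, and 0.214 (SD 0.229) between P203 and P746, differences smaller than the SD over pairs. In an average-linkage tree on 1 - rho, Dongnong47 and P746 at 96 HAI joined first (rho 0.713), followed by P203 and P746 at 48 HAI (0.464), Dongnong47 at 48 HAI with P203 at 96 HAI (0.462) and Dongnong47 with P203 at 24 HAI (0.457). Without replicate 1 the mean rho was -0.0161 between Dongnong47 and P203 and -0.0959 between P203 and P746. Without replicate 2 it was 0.164 between Dongnong47 and P203 and 0.131 between Dongnong47 and P746. The means on chromosomes 1 to 13 (467 genes) were 0.181, 0.249 and 0.212. The libraries labelled P746 with markers of P203 or Dongnong47 enter these values.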

In our study, the expression patterns of TFs in susceptible and antixenotic genotypes clustered together and were distant from those of antibiotic genotypes (Figure 3B). Antixenotic mechanisms influence aphid behavior, such as plant choice and feeding behavior. Antixenotic plant harbors secondary metabolites that are detrimental to insects and releases volatiles that can repel insects to promote ‘dispersal behavior’ in aphids [30,31]. This means that less impedimental elements are needed in plants and there is less interaction between the plant and the aphid. Antibiotic factors influence aphid physiology, and toxic secondary metabolites affect pest survival [32,33]. Therefore, antixenotic genotypes are more similar to susceptible types in having less special secondary metabolites, whereas antibiotic genotypes are more diversified in resistance interaction between plants and aphids.

In this study, we demonstrated that TF genes in AP2/ERF, WRKY, and MYB families were dramatically regulated in all genotypes under aphid attack (Figure 4). 

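Over the 9 comparisons, edgeR called AP2/ERF genes 38 times (31 higher in infested leaves), WRKY genes 25 times (16 higher) and MYB genes 12 times (7 higher). Adjusted over the list alone the numbers were 88, 42 and 30, and DESeq2 made 184, 115 and 86 calls. In Dongnong47 the AP2/ERF calls were 22, 8 and 4 at 24, 48 and 96 HAI, the WRKY calls 9, 6 and 5, and the MYB calls 2, 6 and 3. At 24 HAI the calls in these families were all higher in infested leaves. At 96 HAI, where infestation and batch cannot be told apart, they were all lower. In P203 and P746 no gene of the 3 families was called at 24 or 48 HAI by edgeR, where DESeq2 called 13 and 3 AP2/ERF, 1 and 3 WRKY and 0 and 4 MYB genes in P203, and 28 and 15, 5 and 0, and 10 and 6 in P746. At 96 HAI edgeR called 2 AP2/ERF, 2 WRKY and 1 MYB genes in P203 and 2, 3 and 0 in P746.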

AP2/ERF is a TF family that is considered to function in stress response pathways under both abiotic and biotic stresses [34]. ERFs can either directly regulate the pathogenesis-related gene expression or bind with dehydration-responsive element motif involved in abiotic stress regulation [35]. ERF genes mainly mediate pathogen- and disease-related stimuli by integrating multiple signaling pathways, such as JA, ethylene ET, and SA pathways [36]. Besides, TFs in WRKY and MYB families are also involved in plant defense response to biotic stress, such as response to *Phytophthora parasitica* in tomato [37], resistance response to aphid in soybean and *Chrysanthemum morifolium* [18,38], and response to insect attack and bacterial infection in *Arabidopsis thaliana* [23].

The phytohormones JA and SA contribute to signaling associated with plant–aphid interaction. In our study, a total of 54 JA-related genes and 26 SA-related genes were identified (Figure 5A,B). These results suggested that the JA-responsive pathway was dominant in aphid–soybean interaction. We monitored the JA and SA concentration during aphid infestation and observed that phytohormone accumulation lagged behind the regulation of related genes, which suggested postponement between response initiation and managing the biotic stress during aphid infestation. JA mediated the plant response in susceptible and antixenotic genotypes and SA in antibiotic genotypes was involved in response by suppressing the JA pathway (Figure 5D,E). It is considered that leaf and cell damage caused by leaf-chewing herbivores induces JA, and aphid feeding mostly induces SA [39,40]. Our results pertaining to susceptible and antixenotic genotypes did not corroborate this opinion, but were in agreement with findings reported for susceptible wheat genotypes attacked by greenbug (*Schizaphis graminum*) [41]. This discrepancy may be attributed to different genetic backgrounds of the plants and the interaction mechanisms. The changes in JA and SA concentrations followed an opposite trend in all tested genotypes, suggesting that JA and SA are natural antagonists by inducing one pathway, the other one will be suppressed with hormonal crosstalk [40].

Deposition of callose leads to plugging of sieve plates, which contributes to plant defense against aphids [6]. A massive localized deposition of callose at the feeding site was observed in wheat (*Triticum aestivum*) infested by Russian wheat aphid (*Diuraphis noxia*) [42], which is concurrent with our observations. Callose deposition is stimulated by aphid-derived factors [43,44]. During aphid infestation, particularly in susceptible plants, the presence of saliva and effectors induced greater accumulation of callose at 96 HAI. Besides, callose deposition occurred more rapidly and efficiently after infestation in resistant plants compared with genotype lacking *R* genes [45,46]. Our results demonstrated that significantly more callose deposition was induced in resistant soybean P746 at 48 HAI (Figure 6). The expression pattern of *CalS*, a key gene for callose synthase, was opposite to callose deposition, which suggested that callose deposition is regulated not by a single *CalS* but by a complex of callose synthase genes [47] or other factors [48].

One of the reactions of plants to insect invasion is generation of ROS [49], and their accumulation contributes to plant’s defense against aphids [50,51,52]. However, in our study, although genes related to superoxide metabolism was enriched in GO terms, no significant changes in ROS synthesis were observed in both antixenotic and antibiotic soybean during aphid infestation, but they were increased significantly in the susceptible genotype (Figure 7). Similar results were reported in barley infected by barley yellow dwarf virus (BYDV) [53] and tolerant soybean during a short-term aphid infestation [50]. This suggested that ROS was not involved in the response to aphid attack in resistant soybean with limited infestation period.

## 4. Materials and Methods

### 4.1. Plant Materials and Growth Conditions

Three soybean genotypes with contrasting response to *Aphis glycine* were used in this study: an aphid-susceptible soybean cultivar Dongnong47, the antibiotic genotype P746, and the antixenotic genotype P203 [16,27]. Seeds from each genotype were planted into pots (8 cm deep and 10 cm in diameter) filled with potting media (34% peat, 31% perlite, 31% vermiculite, and 4% soil mix). At least 18 seedlings of each genotype were retained for treatment with one seedling per pot. Seedlings were grown in a chamber at 26 °C with a 16-h photoperiod and 70% relative humidity.

### 4.2. Aphid Culture and Infestation

The aphids were collected from an experimental soybean field of Shanghai Jiao Tong University (E 121°26′, W 31°2′), and the colony was maintained on the susceptible cultivar Dongnong47 under controlled condition with 70% relative humidity, 16-h/8-h light-dark cycle at 26 °C as described previously [54]. In order to synchronizing the age of aphids, apterous viviparae were placed on restricted leaves of susceptible soybean Dongnong47 for 24 h for nymphs, then the third instar nymphs were collected for infestation with desirable aphid survivability

When the first trifoliolate of soybean was fully expanded (V1 stage), each leaflet of the trifoliolate was infested with six aphids using a moist brush. To confine aphid movement, aphids were caged on leaves, and the same cages were applied to the control, mock-treated seedlings, that were not infested with aphids.

The caged areas of leaf samples from both aphid-infested and mock-treated seedlings were harvested at 24 HAI, 48 HAI, and 96 HAI for subsequent analysis.

### 4.3. RNA Extraction and Quantitative Real-Time PCR Validation

Three independent samples for each treatment were harvested for RNA extraction. Total RNA was isolated using an RNAprep Pure Kit (For Plant) with DNase digestion (Tiangen, Beijing, China) (http://www.tiangen.com/en/) according to the manufacturer’s instructions. RNA degradation and contamination were detected by electrophoresis on 1% agarose gels, and its purity and concentration were evaluated with a NanoDrop Lite (Thermo Scientific, Waltham, MA, USA) (https://www.thermofisher.com).

For qPCR validation, three biological replicates, independent of RNA samples, were collected and assayed. FastKing gDNA Dispelling RT SuperMix (Tiangen) was used for reverse transcription. Quantitative real-time PCR was performed in triplet on a CFX-96 Real-time PCR system (Bio-Rad, Hercules, CA, USA) (https://www.bio-rad.com) with SGExcel UltraSYBR Mixture (Sangon, Shanghai, China, https://www.sangon.com/). The PCR program was as follows: 95 °C for 3 min; 40 cycles of 95 °C for 15 s, 55 °C for 20 s, and 72 °C for 25 s. The primers used for qPCR are listed in Table S1. The relative expression levels of genes were determined using the 2^−Δ*C*q^ method [55].

### 4.4. Library Construction and Sequencing

The samples were processed by Shanghai Majorbio Bio-pharm Technology Co. Ltd. (Shanghai, China) (http://www.majorbio.com/). A total of 1 μg RNA per sample was used as input material for RNA preparation. Finally, three independent samples for each treatment with RNA integrity number (RIN) value ≥ 8.0 were used for library construction and sequencing. Sequencing libraries were generated with a Truseq™ RNA sample prep Kit (Illumina, San Diego, CA, USA) (https://www.illumina.com/), and index codes were applied to identify each sample. Clusters of index-coded samples were generated on cBot Cluster Generation System (Illumina, San Diego, CA, USA) and library sequencing were performed on Illumina HiSeq 4000 platform for 150 bp paired-end reads generating. 5.5. Reads Filtration and Mapping.

### 4.5. Reads Filtration and Mapping

Raw data in fastq format were firstly processed with a fastx toolkit version 0.0.13 (The Cold Spring Harbor Laboratory, Long island, NY, USA) [56], and Q20, Q30, and GC contents were calculated. Clean data were obtained after trimming of adapter sequences, removing low quality reads, and filtering short reads using SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle (https://github.com/najoshi/sickle). All downstream analyses were based on high-quality clean data.

The clean data were mapped to the latest Glycine max genome assembly (Glycine_max_v2.1, Ensembl Plants) [57] by HISAT2 version 2.1.0 (Johns Hopkins University, Baltimore, MD, USA) [58] with default parameters. The quality of transcriptome was evaluated by RSeQC version 2.3.6 (Baylor College of Medicine, Houston, TX, USA) [59] according to mapped reads. 5.6. Quantification and Differential Expression of Genes.

### 4.6. Quantification and Differential Expression of Genes

Number of reads that were mapped to each gene was calculated with StringTie version 1.3.3 (Johns Hopkins University, Baltimore, MD, USA) [60], and normalized expression value TPM for genes was calculated by RSEM (University of Wisconsin-Madison, Madison, WI, USA) (http://deweylab.github.io/RSEM/). Differential gene expression analysis between each pair of samples was performed by using DESeq2 (European Molecular Biology Laboratory, Heidelberg, Germany) [61], and adjusted *p* value < 0.05 (false discovery rate (FDR) correction with Benjamini Hochberg method), and |log2FC| ≥ 1 were set as the criteria to filter the significant DEGs. DEGs clustering analysis was performed with Morpheus (The Broad Institute of MIT and Harvard Cambridge, MA, USA) (https://software.broadinstitute.org/morpheus).

### 4.7. Gene Ontology Analysis

Gene ontology terms were obtained from GO Consortium (Berkeley, CA, USA) [62] with BLAST2GO (Boston, MA, USA) [63], and the GO enrichment analysis were performed with Goatools [64] (FDR ≤ 0.05). Kyoto Encyclopedia of Genes and Genomes annotations were assigned according to the KEGG database (release 88.2; https://www.kegg.jp/), and DEGs in KEGG pathway were enriched with KOBAS version 3.0.0 (Peking University, Beijing, China) [65].

### 4.8. LC-MS Analysis of Phytohormones

To reveal the mechanism of aphid resistance in different soybean genotypes, endogenetic JA and SA content during aphid infestation were measured by LC-MS (SCIEX, Boston, MA, USA). Samples were harvested from three individual seedlings at 24, 48, and 96 HAI. About 0.15 g leaf tissue from the caged parts was ground with liquid nitrogen and used for phytohormone extraction with 1 mL of 80% (*v/v*) methanol. The extract was enriched with HyperSep C18 SPE chromatography (Thermo Scientific, Waltham, MA, USA) and concentrated under reduced pressure. Then, 10 μL of concentrate was used to detect hormone content by LC-MS (SCIEX, Boston, MA, USA) (https://sciex.com/) on Shimadzu LC-30AD (Shimadzu, Kyoto, Japan) (https://www.shimadzu.com/). The LC-MS conditions were as follows: a mobile phase of solvent A (acetonitrile) and solvent B (methanoic acid) (1/1000, *v/v*), a constant column temperature (35 °C). The detector components were Hybrid Quadrupole-TOF LC/MS/MS Mass Spectrometer (Shimadzu, Kyoto, Japan) and TripleTOF 5600+ (Shimadzu, Kyoto, Japan). The scanning ion for JA was *m*/*z* 211.1229–211.1429 and for SA m/z 139.0290–139.0490. The hormone content was quantified with an external standard (Shanghai Yuanyebio Bio-Technology Shanghai, China) (http://www.shyuanye.com/) as a reference. The results are presented as the mean of three biological replicates. 

### 4.9. Callose Deposition with Aphid Infestation

Callose deposition during aphid infestation was evaluated as described previously [66] with some modifications. Leaf samples from caged parts of individual seedlings were excised at desired time points and aphids were removed. Samples were fixed in formaldehyde-acetic acid-alcohol solution (FAA). After 24 h of fixation, FAA solution was removed, and the samples were washed with ethanol, sequentially incubated in 50% (*v/v*) ethanol and K_2_HPO_4_ buffer (pH 12) for 30 min, and then stained in the dark for 1 h with K_2_HPO_4_ buffer (pH 12) containing 0.01% aniline blue. After staining, the samples were mounted in 50% glycerol on a slide and observed using a UV2A filter (excitation wavelength = 330–380 nm) under an epifluorescence microscope (Axio Imager 2, Zeiss, Oberkochen, Germany) (https://www.zeiss.com/). Three biological replicate assays, each with at least 10 samples from independent seedlings, were prepared.

### 4.10. Reactive Oxygen Species Detection after Aphid Infestation

To investigate the possible function of ROS-related genes in aphid infestation, in situ detection of hydrogen peroxide with DAB staining was performed using an adaptation of a previous method [67]. Briefly, leaf samples from caged parts of individual seedlings were collected and aphids were removed. Samples were immersed in 1 mg/mL DAB containing Tween20 (0.05%, *v/v*) and 10 mM sodium phosphate buffer (pH 7.0) and infiltrated under a gentle vacuum for 5 min. After staining for 4 h in the dark, samples were fixed in bleaching solution (ethanol: acetic acid: glycerol = 3:1:1), and placed in water bath at 95 °C for 15 min. Samples were kept in bleaching solution till chlorophyll was completely depleted and then visualized and photographed under white light (Olympus MVX10, Olympus, Tokyo) (https://www.olympus-lifescience.com/en/). ImageJ [68] was used to observe and quantify the DAB staining area. Three biological replicate assays, each with at least 10 samples from independent seedlings, were performed.

### 4.11. Statistical Analysis

Phytohormones content, callose deposition, and ROS detection were analyzed by one-way analysis of variance. Separation of the means was performed using Fisher’s protected least significance difference test at *p* = 0.05. Statistical analyses were performed with SPSS v16.0 (IBM Corp, Armonk, NY, USA) (https://www.ibm.com/products/spss-statistics).

## 5. Conclusions

Transcriptome profiles of susceptible, antibiotic, and antixenotic genotypes in soybean with aphid infestation were revealed. The response of antibiotic genotype was faster than susceptible genotype during early infestation, while the plant-aphid interaction was less in antixenotic genotype. Susceptible and antixenotic genotypes was similar in the response to aphid infestation in TF expression patterns, JA behavior, and callose deposition, while, in antibiotic genotype, SA was involved by suppressing the JA pathway, and callose deposition occurred more rapidly and efficiently. Besides, ROS was not involved in the response to aphid attack in resistant soybean.

## 6. Data Availability Statement

All datasets have been deposited to the Gene Expression Omnibus (GEO) database under accession number GSE141720.

## Figures and Tables

**Figure 1:**
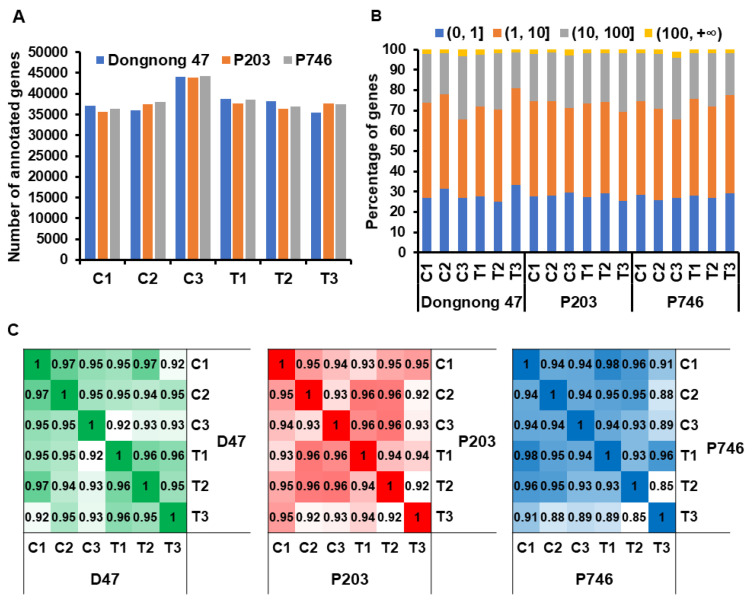
Overview of the gene expression in soybean cultivars Dongnong47, P203, and P746 with aphid attack in 24 h, 48 h, and 96 h after infestation. (**A**) Total number of annotation genes in the genotypes. (**B**) Proportion of genes with indicated expression strength at each level (transcripts per million reads, TPM). (**C**) Pearson correlation coefficients (PCCs) of gene expression (TPM) between different treatment. The PCCs of expressed genes from soybean genotypes Dongnong47, P203, and P746 were calculated separately.

**Figure 2:**
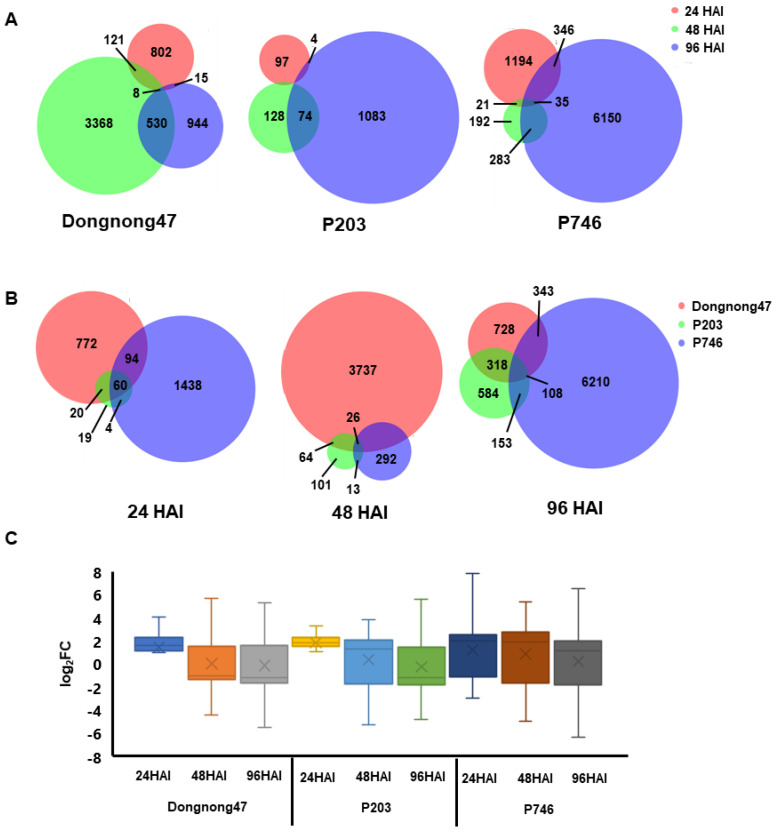
The differential expression genes in all genotypes. (**A**) Venn diagram of differentially expressed genes (DEGs) during aphid infestation in each genotype. (**B**) Venn diagram of DEGs from all genotypes at 24, 48, and 96 h after incubation (HAI), respectively. (**C**) The expression profiles of DEGs in all genotypes.

**Figure 3:**
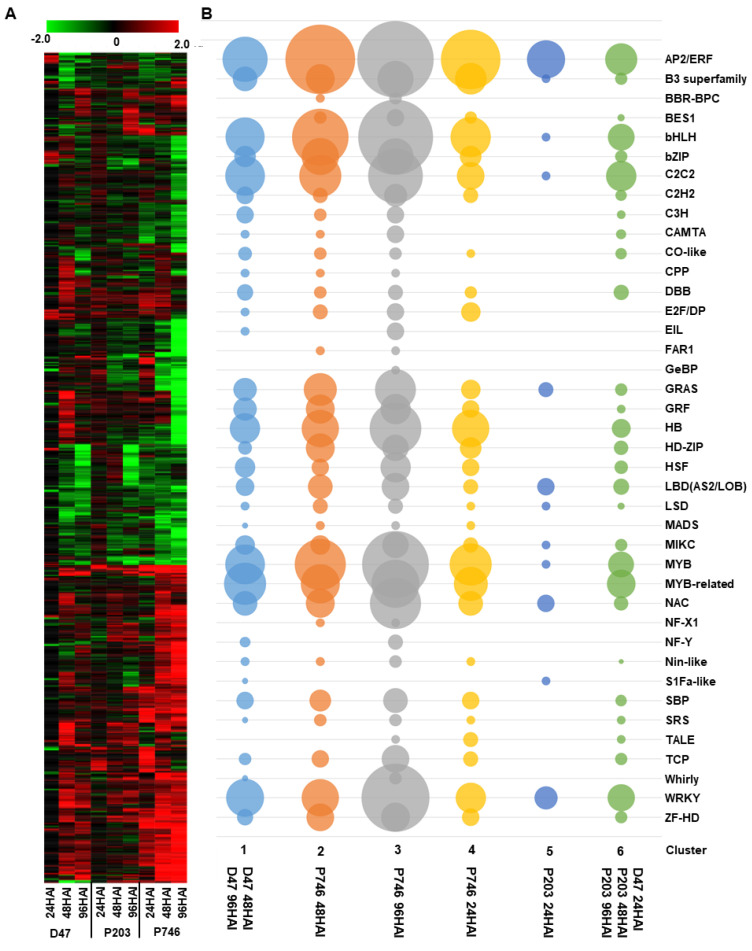
Different expressed transcription factors (TF). (**A**) Heatmap showing the expression level of DEGs in all genotypes. (**B**) TFs were clustered into different families and are listed on the right, and the size of the circle indicated the number of TFs.

**Figure 4:**
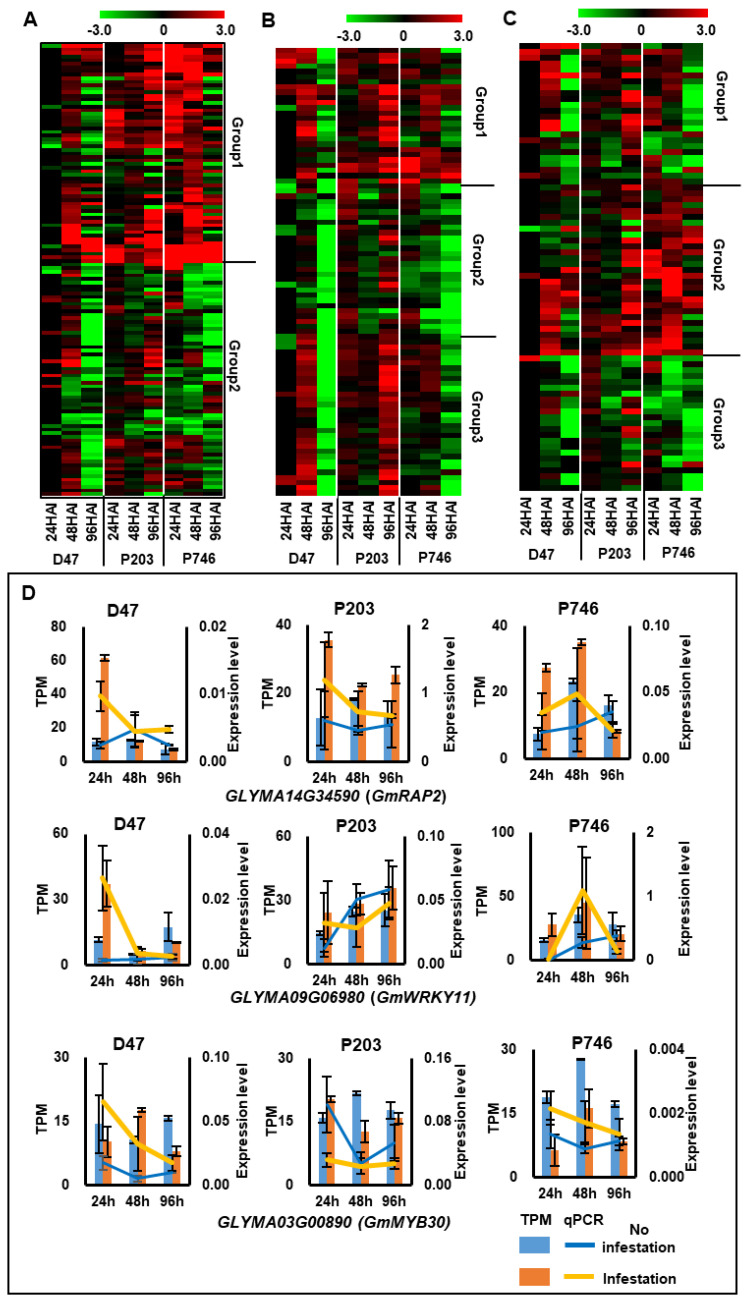
Expression patterns of APETALA 2/ethylene response factors (AP2/ERF), the transcription factors contained conserved WRKYGQK domain (WRKY), and v-myb avian myeloblastosis viral oncogene homolog (MYB) TFs. (**A**)–(**C**) Heat maps visualizes the expression patterns of AP2/ERF (A), WRKY (**B**), and MYB (**C**) TFs, qPCR validation of TF expression patterns (**D**): *GLYMA14G34590 (GmRAP2)*, *GLYMA09G06980 (GmWRKY11)*, *GLYMA03G00890 (GmMYB30)*. Columns show the TPM according to RNA-seq; lines indicate expression levels in qPCR by 2^−Δ*C*q^.

**Figure 5:**
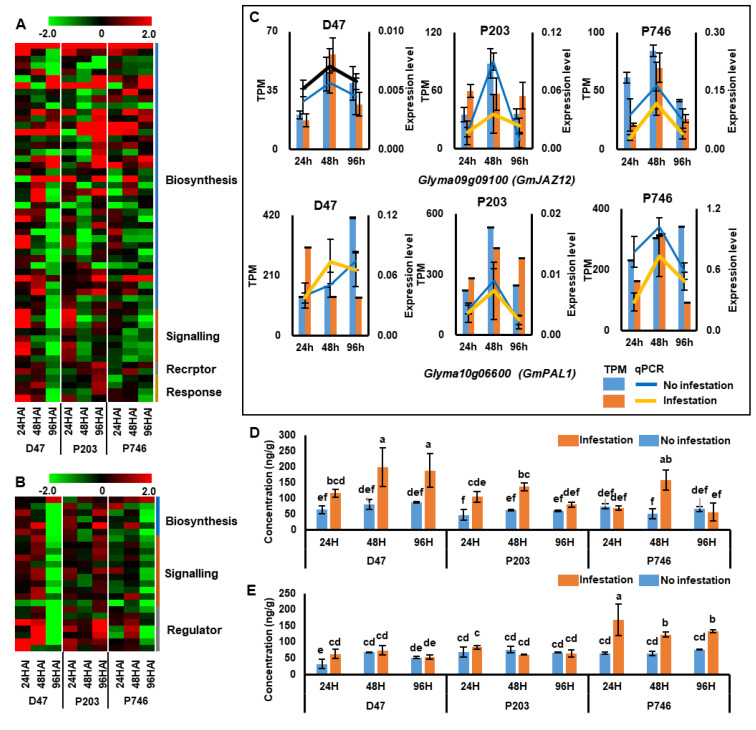
Expression patterns of genes related to jasmonic acid (JA) and salicylic acid (SA). (**A**)–(**B**) Heat maps visualize the expression patterns of JA- and SA-related genes. (**C**)–(**E**) qPCR validation of gene expression patterns. Columns show the transcripts per million reads according to RNA-seq; lines indicate expression levels in qPCR according to 2^−ΔCq^ method. Concentration of JA (**D**) and SA (**E**) in all situations were evaluated. Different letters indicate significant difference (*n* = 3, *p* < 0.05).

**Figure 6:**
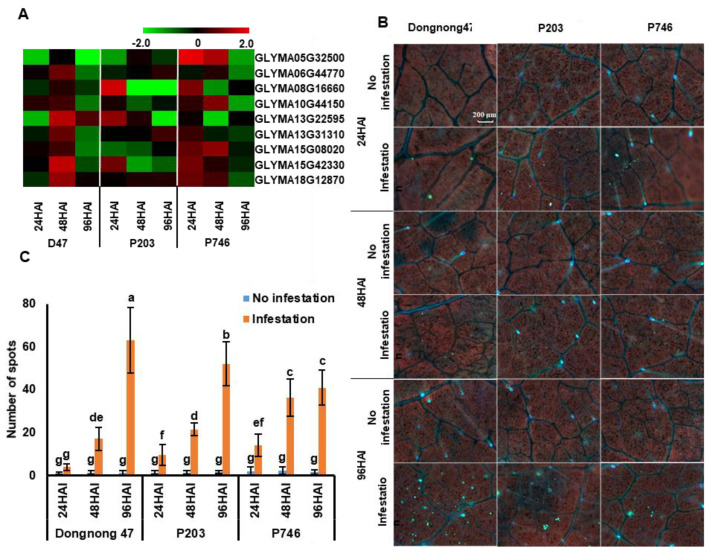
Expression patterns of callose synthase genes during aphid infestation. (**A**) Changes in the expression of genes related to callose synthase (*CalS*) according to RNA-seq data. (**B**) Callose deposition was detected with aniline blue staining. (**C**) Changes in callose deposition evaluated with number of spots with florescence. Callose deposition was calculated in 0.5 mm^2^ microscopic fields for each leaf. Different letters indicate significant difference (*n* = 10, *p* < 0.05). Three biological replicate assays, each with at least 10 samples from independent seedlings, were performed.

**Figure 7:**
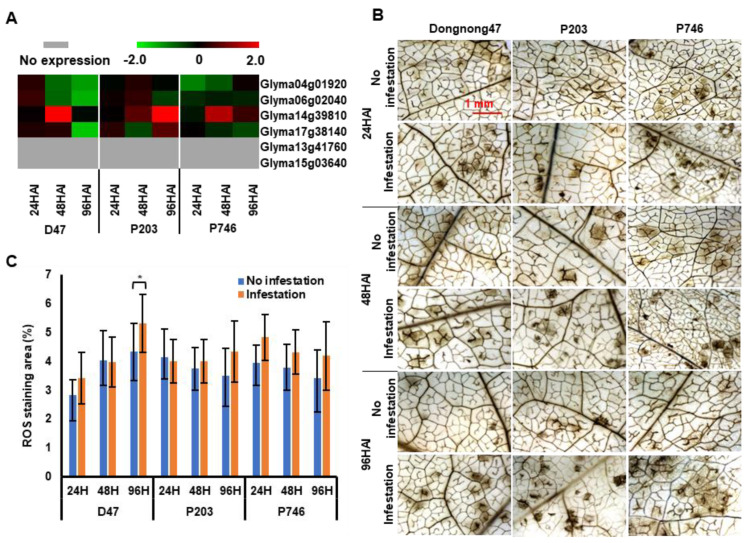
Expression patterns of catalase-related genes. (**A**) Changes in the expression of genes related to catalase according to RNA-seq data. (**B**) The activity of hydrogen peroxide was detected using in situ detection with 3,3′-diaminobenzidine staining (DAB). (**C**) The activity of hydrogen peroxide was evaluated as the percentage of staining calculated in 0.5 mm^2^ microscopic fields for each leaf. Asterisk * indicate significantly higher values of ROS staining area at 96 h with aphid infestation in D47. Several results were also observed in resistant or susceptible genotypes of other plants under inse (*n* = 10, *p* < 0.05). Three biological replicate assays, each with at least 10 samples from independent seedlings, were performed.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/15/5191/s1. Figure S1: Distribution of clean reads on chromosomes in soybean cultivars Dongnong47, P203, and P746, Figure S2: Top 10 significantly enriched (FDR < 0.05) GO terms in Dongnong47, P203 and P746 at 24, 48 and 96 HAI respectively, Figure S3: Top 10 significantly enriched (FDR < 0.05) KEGG pathways in Dongnong47, P203 and P746 at 24, 48 and 96 HAI respectively, Figure S4: Distribution of different expressed transcription factors (TF), Table S1: Categorization and abundance of the reads, Table S2: Distribution of clean reads on chromosomes, Table S3: Summary of annotated genes and expression strength, Table S4: The differential expressed genes in each genotype, Table S5: GO enrichment of differential expressed genes, Table S6: KEGG enrichment of differential expressed genes, Table S7: Differential expression genes coding transcription factors, Table S8: Expression pattern of genes involved in JA and SA pathways, Table S9: Expression pattern of callose synthase related genes, Table S10: Expression pattern of catalase related genes

# Supplementary material for: A Genome-Wide View of Transcriptional Responses during Aphis glycines Infestation in Soybean
**Source:** Int J Mol Sci. 2020 Jul 22;21(15):5191. doi: 10.3390/ijms21155191
**Supplement:** Supplementary file 1

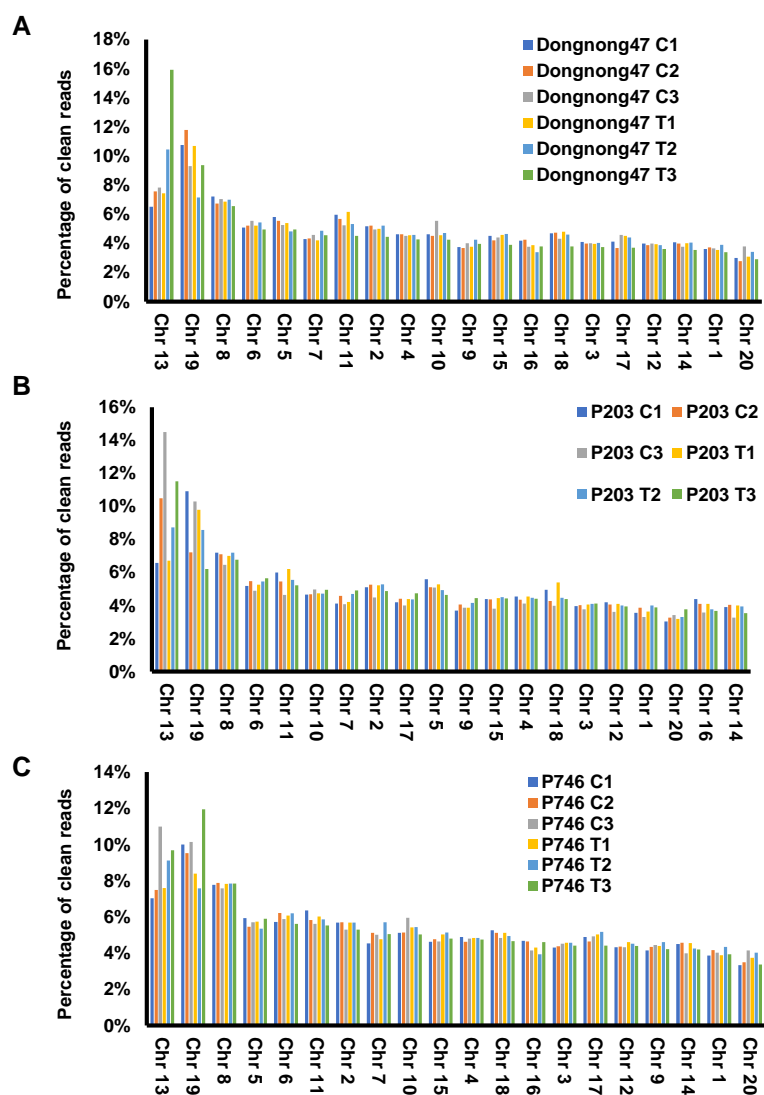

**Figure S1** Distribution of clean reads on chromosomes in soybean cultivars Dongnong47 (A), P203 (B), and P746 (C). C1, mock treatment at 24 h after infestation (HAI); C2, mock treatment at 48 HAI; C3, mock treatment at 96 HAI; T1, aphid infestation at 24 HAI; T2, aphid infestation at 48 HAI; T3, aphid infestation at 96 HAI.

# Supplementary material for: A Genome-Wide View of Transcriptional Responses during Aphis glycines Infestation in Soybean
**Source:** Int J Mol Sci. 2020 Jul 22;21(15):5191. doi: 10.3390/ijms21155191
**Supplement:** Supplementary file 1

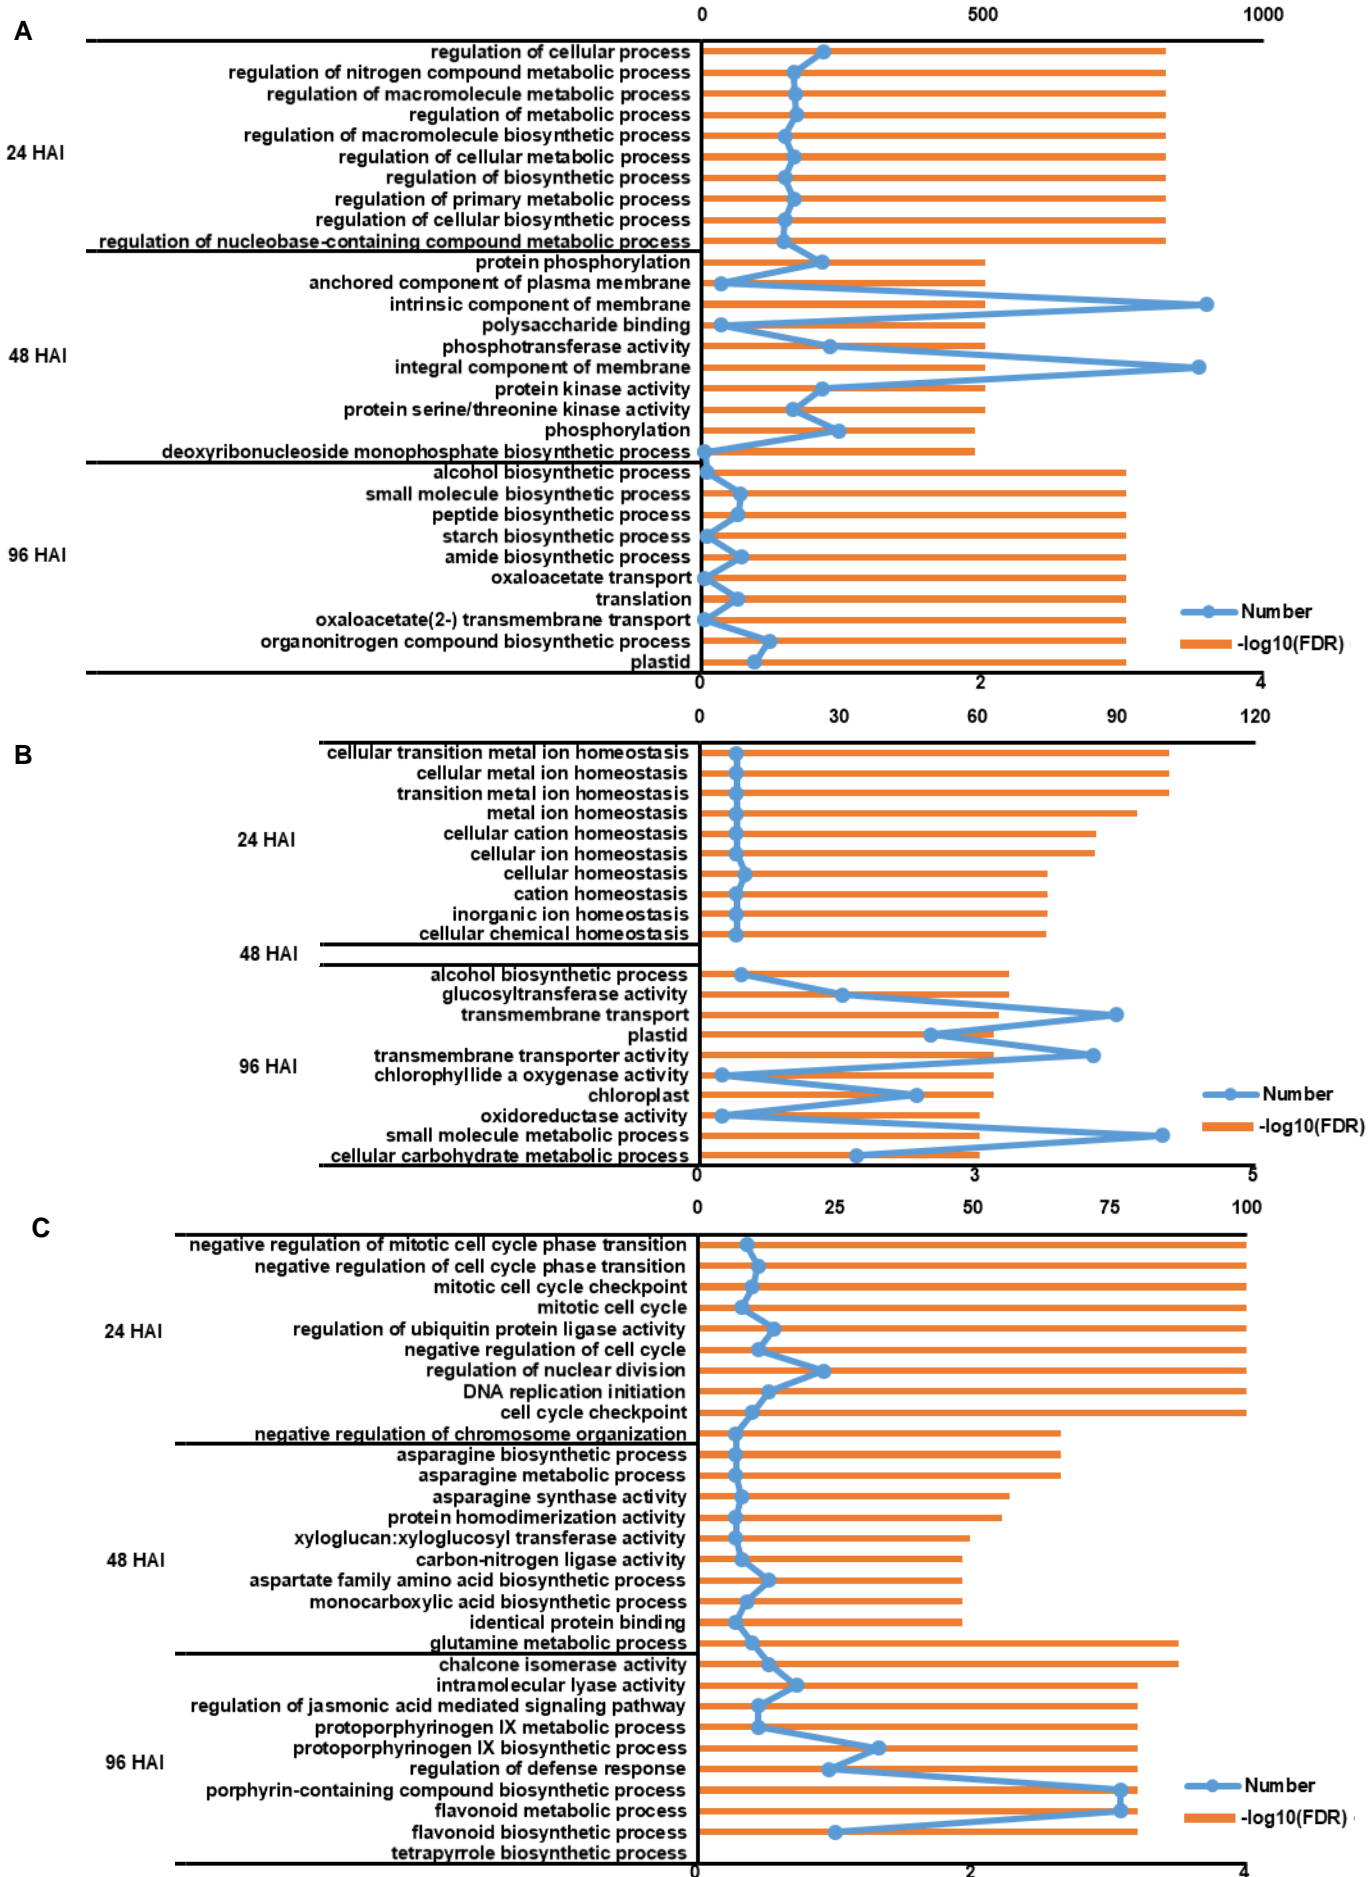

**Figure S2** Top 10 significantly enriched ( $\text{FDR} < 0.05$ ) GO terms in Dongnong47 (D47) (A), P203 (B) and P746 (C) at 24, 48 and 96 HAI respectively.

# Supplementary material for: A Genome-Wide View of Transcriptional Responses during Aphis glycines Infestation in Soybean
**Source:** Int J Mol Sci. 2020 Jul 22;21(15):5191. doi: 10.3390/ijms21155191
**Supplement:** Supplementary file 1

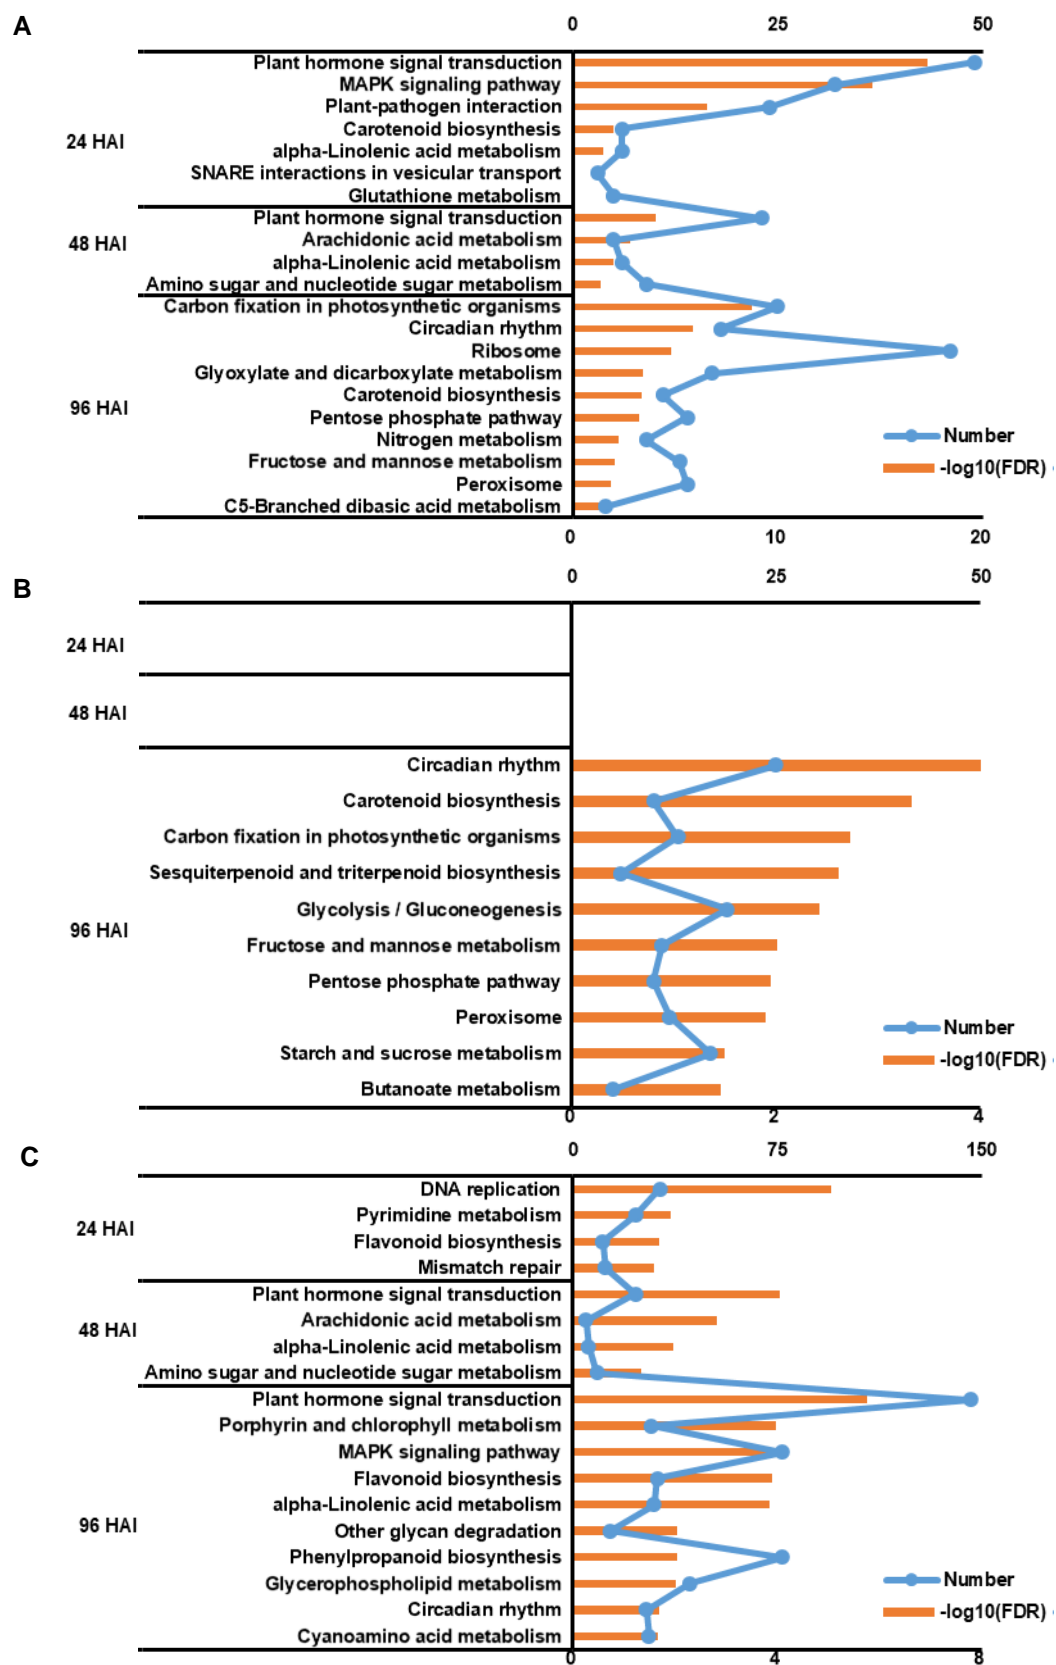

**Figure S3** Top 10 significantly enriched (FDR<0.05) KEGG pathways in Dongnong47 (A), P203 (B) and P746 (C) at 24, 48 and 96 HAI respectively.

# Supplementary material for: A Genome-Wide View of Transcriptional Responses during Aphis glycines Infestation in Soybean
**Source:** Int J Mol Sci. 2020 Jul 22;21(15):5191. doi: 10.3390/ijms21155191
**Supplement:** Supplementary file 1

A

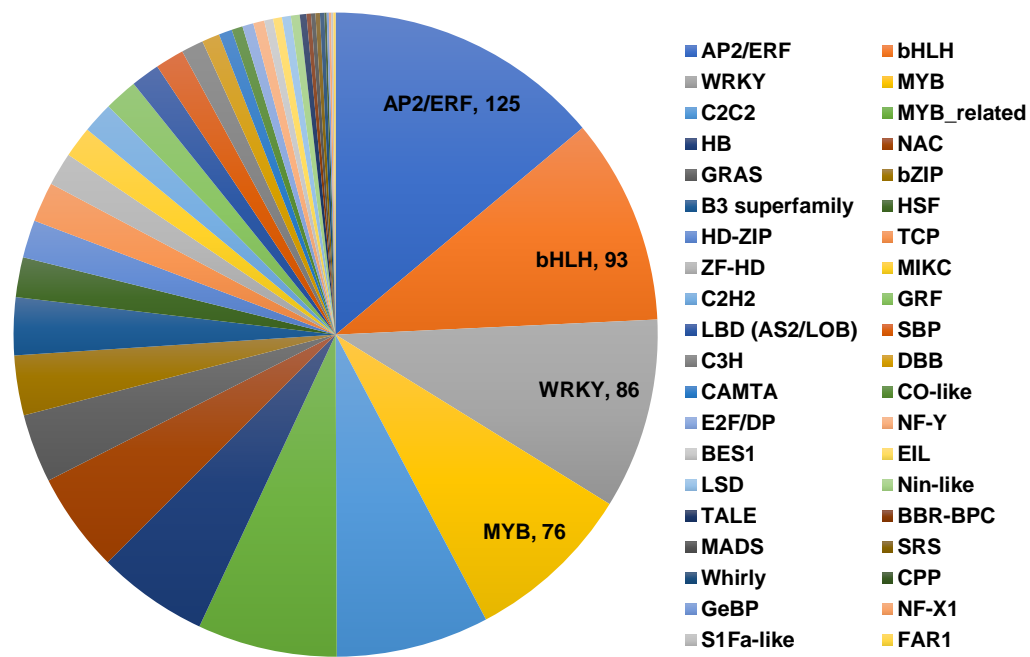

B

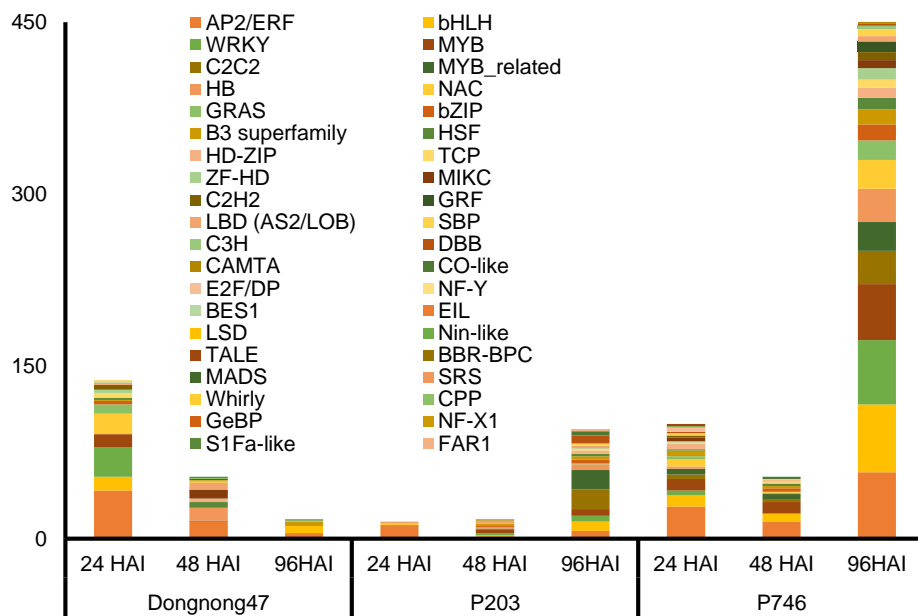

**Figure S4** Distribution of different expressed transcription factors (TF). (A) Numbers of TFs in each families. (B) Differential expressed in all genotypes

How the deposited data were processed for this re-analysis (not part of the article)

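RNA of caged leaf areas was measured by RNA-seq in the soybean genotypes Dongnong47 (susceptible), P203 (antixenosis) and P746 (antibiosis), with 6 aphids per leaflet or an empty cage (mock), at 24, 48 and 96 HAI and with 3 replicates per group, 54 libraries in all. The authors sequenced paired ends of 150 bp on an Illumina HiSeq 4000, trimmed and filtered the reads, mapped them with HISAT2 2.1.0 to Glycine_max_v2.1, counted reads per gene with StringTie 1.3.3, calculated TPM with RSEM and tested with DESeq2. The deposited values are estimated counts per gene, 1 file per library, which by the authors' methods came from StringTie or RSEM without further normalization, and 18.0% to 23.3% of the values in a library were not whole numbers. TPM, and GO and KEGG enrichment, were not analysed here, nor were hormone contents, callose, staining and qPCR.

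Values were joined by identifier into 53971 loci, 48764 annotated genes and 5207 loci assembled by StringTie. A gene without a value in a library as used here was taken as 0, and lines without an identifier (7 libraries) were left out. Counts were rounded to whole numbers. Totals per library ran from 16596469 to 34982790. Counting noise was small beside the spread between replicates (chi-square per gene of at least 8.58 among genes with at least 20 counts), so that precision rests on the 3 replicates. The identifiers are not paired with gene names in the files, and 0 of the 59048 genes of the RefSeq table matched by identifier. Names in brackets are those of the paper's tables. Chromosomes were read from the identifiers and checked against Table S2.

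Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9 for figures. Infested and mock libraries were compared in 9 fits of 6 libraries with edgeR (TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood F test, Benjamini-Hochberg). Genes were called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, as in the paper. Adjusted p is from edgeR over all tested loci unless DESeq2, fry, camera or a list alone is named, and the standard error of a log2 fold change was derived from the fold change and its test. Differences between genotypes were tested as interactions over 12 libraries, 96 against 48 HAI was tested within mock and within infested libraries, and mock libraries of P203 and P746 were tested against those of Dongnong47. Gene sets (JA, SA and CalS of Tables S8 and S9, AP2/ERF, WRKY and MYB of Table S7) were tested with fry over 54 tests, and camera with a preset correlation of 0.01 was the alternative. TF genes of Table S7 and catalase genes of Table S10 were taken from the same fits and were also adjusted over the list alone. The paper chose the TF, JA and SA genes from the same libraries, and took its callose synthase and catalase genes from predictions in SoyBase.

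Descriptive values were the annotated genes with at least 1 count or 1 CPM, Pearson's r between group means of CPM, shares of counts by chromosome, and Spearman's rho between log2 fold changes of TF genes. Alternatives were DESeq2, RLE normalization, no filter on low counts, the replicate number as a block, a single fit of all 54 libraries, thinning to the smallest library, adjusted p alone, annotated genes alone, camera, other scales and correlations, and each library left out in turn. Fits of chromosomes 1 to 13, with edgeR and with DESeq2, scaling by total counts, of all loci or of chromosomes 1 to 13, and other splits on chromosomes 1 to 13 were added after seeing the data. Scaling by total counts shifted medians and single values, without a test, by the median change of chromosome 1 to 13 genes with a mean of at least 50 counts. Other splits of the libraries were counted for each comparison (10 splits of 3 against 3, 100 drawn splits for interactions), and the correlation, over the comparisons, between the shift of the paper's tables and that under total counts was tested with 100000 permutations (seed 20200722).

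Pairing was checked by correlating the deviations of infested and mock libraries with the same replicate number (genes of chromosomes 1 to 13 with at least 5 CPM). These exceeded 0.1 for every number in 1 of 9 comparisons, Dongnong47 at 24 HAI (0.224 to 0.628), where the labels give no shared plant or day. With edgeR the block took its 346 calls to 0 (3536 loci at an unadjusted p under 0.05, 1186 called by DESeq2 without a block). Over all comparisons, libraries were treated as unpaired. Stretches with missing values were measured on genes with at least 20 CPM at the 0.75 quantile over libraries, as the point of the identifier order that best divides genes with and without a value, with a gain of at least 100 in log likelihood. Markers of a genotype were genes whose 3 mock libraries of 24 HAI lay more than 2 log2 units from all 3 of another genotype (pseudocount 0.5, at least 2 CPM in the higher 3), 77 on chromosomes 1 to 13 and 70 on chromosomes 14 to 20 for P203 and P746, 80 and 63 for Dongnong47 and P203, and 112 and 82 for Dongnong47 and P746. Libraries kept the group of their label throughout.

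The tests were tested on simulated data with the spread of Dongnong47 at 48 HAI (22996 genes, 200 of them changed by a log2 fold change of 2). EdgeR recovered 71.5% with 4.67% false calls, DESeq2 88.0% with 21.4%, and the interaction test 31.5% with 11.3%. With fry, adjusted p was 2.37e-06 for a changed set of 50 genes and 0.342 for an unchanged set of the same size. The point of a missing stretch was found in 16 of 16 simulated libraries with a stretch and in 0 of 4 without.

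Genes are named by a rule set in advance: every gene named in the paper's text, every gene of Tables S9 and S10, the JA- and SA-related genes with the largest and the smallest change at 96 HAI, and, among called genes with at least 5 CPM and no overlap between infested and mock libraries, the 2 largest rises and falls over all. Values in the paper's tables counted as seen. Of the 5969 calls eligible for the last part, 2270 had a group of 3 libraries without values, and the largest rises (GLYMA19G06370 and GLYMA19G06340 in Dongnong47 at 96 HAI) and falls (GLYMA18G04081 and GLYMA18G14410 in Dongnong47 at 48 HAI) were all of this kind, so that no fold is given for them. The genes of the comparison of mock leaves between genotypes were counted and not named for want of names. A set of genes of the circadian clock was left out, because the identifiers could not be paired with their names.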

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

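Of the tests in this part, those of missing values on chromosomes 14 to 20, those of the batch of the 96 HAI mock libraries and all fits of chromosomes 1 to 13, and the adjustment of the shares of splits, were chosen only after the results were seen.

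Interactions of genotype and treatment, a test of the difference between groups itself, were called by edgeR in each of the 9 comparisons. Between P203 and Dongnong47 16, 29 and 63 loci were called at 24, 48 and 96 HAI, between P746 and Dongnong47 5, 4 and 63 and between P746 and P203 1, 7 and 23. DESeq2 called 311, 1743 and 2223, 560, 647 and 876, and 214, 675 and 1659. Infested and mock labels were exchanged at random within each genotype, giving 100 splits with the real one. Such an exchange also breaks up a response or batch that both genotypes share, and can keep the real labels in one genotype. The splits therefore do not test the interaction by itself and cannot decide on chance. As many loci were called in 2 splits for P203 and Dongnong47 at 96 HAI and in 3 for P746 and Dongnong47 at 96 HAI. The Benjamini-Hochberg adjusted share over the 9 comparisons was 0.135 for both, and the highest count of another split was 2518 and 99 loci. In the other 7 comparisons there were 10 and 11 such splits for P203 and Dongnong47 at 24 and 48 HAI, 6 and 54 for P746 and Dongnong47, and 41, 29 and 5 for P746 and P203. At 96 HAI the real split also follows the batches of assembled loci described below, in which the 9 mock libraries of the 3 genotypes stand apart, and no comparison of mock with infested leaves within a batch can be had there.

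Missing values past a point on chromosomes 14 to 20 are a candidate explanation for where these calls lay, since 96.2% of the 211 calls were on chromosomes 14 to 20, which carry 32.1% of the annotated genes. Fits of chromosomes 1 to 13 with edgeR called 2 loci in all, both between P203 and Dongnong47 at 24 HAI, and 0 in the other 8 comparisons, with 667 to 3801 genes at an unadjusted p under 0.05 in these 8. DESeq2, fitted to all loci only, called 8908 over the 9 comparisons. A difference in depth is argued against by thinning, after which 8 of the 9 counts were within 1.5 times of the first count, the exception being P746 and Dongnong47 at 24 HAI (9 loci). Wrong labels stay open for the libraries labelled Dongnong47 96 HAI infested replicate 1 and P746 48 HAI infested replicate 3 and for the other libraries labelled P746, and a response that differs between the genotypes stays open as well, untested apart from these.

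Most of the interaction counts moved by more than 1.5 times when 1 of the 12 libraries was left out of the edgeR fit, and each count below is given with the library left out. For P203 and Dongnong47 at 24 HAI, the 16 loci became 26 (P203 infested replicate 1), 33 (P203 infested replicate 2), 26 (P203 infested replicate 3), 898 (Dongnong47 infested replicate 1) and 26 (Dongnong47 infested replicate 2). For P203 and Dongnong47 at 48 HAI, the 29 loci became 63 (P203 mock replicate 3), 182 (P203 infested replicate 2), 49 (Dongnong47 infested replicate 2) and 54 (Dongnong47 infested replicate 3). For P203 and Dongnong47 at 96 HAI, the 63 loci became 128 (P203 mock replicate 1), 111 (P203 mock replicate 2), 129 (P203 mock replicate 3), 96 (P203 infested replicate 1), 99 (Dongnong47 mock replicate 1) and 112 (Dongnong47 mock replicate 2). For P746 and Dongnong47 at 24 HAI, the 5 loci became 13 (P746 mock replicate 3), 12 (P746 infested replicate 1), 219 (P746 infested replicate 2), 16 (P746 infested replicate 3), 3 (Dongnong47 mock replicate 1), 3 (Dongnong47 mock replicate 3), 169 (Dongnong47 infested replicate 1) and 11 (Dongnong47 infested replicate 2). For P746 and Dongnong47 at 48 HAI, the 4 loci became 9 (P746 mock replicate 1), 8 (P746 mock replicate 2), 582 (P746 mock replicate 3), 7 (P746 infested replicate 1), 60 (P746 infested replicate 2), 14 (P746 infested replicate 3), 7 (Dongnong47 mock replicate 1), 10 (Dongnong47 mock replicate 3), 8 (Dongnong47 infested replicate 1), 12 (Dongnong47 infested replicate 2) and 23 (Dongnong47 infested replicate 3). For P746 and Dongnong47 at 96 HAI, the 63 loci became 134 (P746 mock replicate 1), 125 (P746 mock replicate 2), 102 (P746 mock replicate 3), 105 (Dongnong47 mock replicate 1), 123 (Dongnong47 mock replicate 2) and 101 (Dongnong47 mock replicate 3). For P746 and P203 at 24 HAI, the 1 locus became 7 (P746 mock replicate 3), 6 (P746 infested replicate 1), 650 (P746 infested replicate 2), 5 (P746 infested replicate 3), 6 (P203 infested replicate 1), 4 (P203 infested replicate 2) and 10 (P203 infested replicate 3). For P746 and P203 at 48 HAI, the 7 loci became 11 (P746 mock replicate 2), 190 (P746 mock replicate 3), 11 (P746 infested replicate 1), 11 (P746 infested replicate 2), 15 (P203 mock replicate 1), 16 (P203 mock replicate 3) and 14 (P203 infested replicate 2). For P746 and P203 at 96 HAI, the 23 loci became 70 (P746 mock replicate 1), 36 (P746 mock replicate 2), 42 (P746 mock replicate 3), 36 (P746 infested replicate 2), 46 (P203 mock replicate 1), 41 (P203 mock replicate 2), 77 (P203 mock replicate 3), 52 (P203 infested replicate 1), 35 (P203 infested replicate 2) and 35 (P203 infested replicate 3).

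Loci also changed between 48 and 96 HAI within mock leaves and within infested leaves, comparisons that the paper does not report. In the mock leaves of Dongnong47, P203 and P746, edgeR called 6213, 1214 and 4179 loci, DESeq2 9821, 6297 and 7899, and edgeR on chromosomes 1 to 13 called 4505, 934 and 3799. In the infested leaves the numbers were 801, 20 and 0 with edgeR (6694, 2249 and 1611 at an unadjusted p under 0.05), 3438, 1197 and 165 with DESeq2, and 108, 4 and 0 on chromosomes 1 to 13. A single fit of all 54 libraries gave 6430, 4081 and 3141 in mock and 374, 444 and 0 in infested leaves. In infested P746, where edgeR called 0 in each of these fits, 1315 genes on chromosomes 1 to 13 and 4779 loci in the single fit had an unadjusted p under 0.05. Other splits cannot decide on chance in the 6 comparisons, since 3 libraries against 3 make 10 splits and the smallest possible share is 0.1. Of these 10, 1, 1 and 1 gave as many loci in mock leaves, and 1, 3 and 10 in infested leaves. The real split is always among them. In mock leaves of Dongnong47, P203 and P746 the highest other split gave 0, 0 and 118 loci against 6213, 1214 and 4179. In infested Dongnong47 it gave 0 against 801. In infested leaves other splits gave up to 144 loci in P203 and 252 in P746, more than the real one. These 2 divided the libraries by the share of abundant genes on chromosomes 14 to 20 without a value, 26.0% to 29.8% against 1.57% to 22.3% in P203 and 2.16% to 7.01% against 13.2% to 16.9% in P746. On chromosomes 1 to 13 edgeR called 0 and 0 genes in these splits (1535 and 2640 at an unadjusted p under 0.05, DESeq2 not run). A further split above the real one, in P203 with 54 loci, was divided neither by this share (1.57% to 26.2% against 22.3% to 29.8%) nor by the point where missing values begin, and edgeR called 0 genes on chromosomes 1 to 13 (4428 at an unadjusted p under 0.05).

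Leaving out 1 library moved the counts between 48 and 96 HAI by more than 1.5 times in 4 of the 6 comparisons, again given with the library left out. In mock Dongnong47, the 6213 loci became 2684 (48 HAI replicate 2) and 3834 (48 HAI replicate 3). In mock P203, the 1214 loci became 0 (48 HAI replicate 1), 0 (48 HAI replicate 2), 88 (48 HAI replicate 3), 0 (96 HAI replicate 1) and 0 (96 HAI replicate 2). In infested P203, the 20 loci became 0 (48 HAI replicate 1), 356 (48 HAI replicate 2), 0 (48 HAI replicate 3), 0 (96 HAI replicate 1), 0 (96 HAI replicate 2) and 0 (96 HAI replicate 3). In mock P746, the 4179 loci became 370 (48 HAI replicate 1), 944 (48 HAI replicate 2), 1849 (96 HAI replicate 2) and 391 (96 HAI replicate 3). The fits that called 0 loci had 1437 to 6646 loci at an unadjusted p under 0.05, and DESeq2 was not run with a library left out.

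The larger change in mock leaves was also seen on chromosomes 1 to 13, with 4505 genes in Dongnong47, so that missing values on chromosomes 14 to 20 are argued against as its whole cause. The 96 HAI mock libraries form a batch of their own by the loci that StringTie assembled: the median share of loci in common was 0.0148 between mock libraries of 48 and 96 HAI and 0.511 between infested ones. A batch and a change of the mock leaves with time cannot be told apart, because no mock library of 96 HAI lies in another batch. Median totals were 19199850 at 48 HAI and 18575578 at 96 HAI, and thinning was not run for this comparison. Whether mock and infested leaves differed in this change was not tested as an interaction. A change with age or time of day of the leaves stays open, untested.

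Mock leaves of P203 and P746 differed from those of Dongnong47, comparisons that the paper does not report either. For P203, edgeR called 79, 1093 and 189 loci at 24, 48 and 96 HAI (1795, 7279 and 2591 at an unadjusted p under 0.05), DESeq2 686, 4885 and 1247, and edgeR called 41, 321 and 99 on chromosomes 1 to 13. For P746 the numbers were 140, 3962 and 255 (2736, 10548 and 2019), then 942, 7674 and 921, and 79, 4416 and 146. The same direction at all 3 time points was found for 27 loci in P203 (15 higher) and 26 in P746 (9 higher), with 242 and 145 by DESeq2 and 28 and 26 on chromosomes 1 to 13. At single time points 10 splits cannot decide on chance, since the smallest possible share is 0.1. As many loci were called in 2, 1 and 1 of the 10 for P203 and in 1, 1 and 1 for P746. The highest other split gave 282, 0 and 99 loci against 79, 1093 and 189 for P203. For P746 it gave 0, 131 and 58 against 140, 3962 and 255. At 24 HAI a split that put P203 mock replicate 1 with Dongnong47 mock replicates 1 and 3 gave 282 loci, and 284 on chromosomes 1 to 13, and it follows no batch seen here.

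Counts of these differences with 1 mock library left out (in brackets) moved by more than 1.5 times in each of the 6 comparisons. For P203 at 24 HAI, the 79 loci became 5 (P203 replicate 2), 0 (P203 replicate 3), 0 (Dongnong47 replicate 1), 22 (Dongnong47 replicate 2) and 0 (Dongnong47 replicate 3). For P203 at 48 HAI, the 1093 loci became 667 (P203 replicate 2), 6327 (P203 replicate 3), 646 (Dongnong47 replicate 1), 482 (Dongnong47 replicate 2) and 526 (Dongnong47 replicate 3). For P203 at 96 HAI, the 189 loci became 0 (P203 replicate 1), 0 (P203 replicate 2), 116 (Dongnong47 replicate 1) and 58 (Dongnong47 replicate 3). For P746 at 24 HAI, the 140 loci became 0 (P746 replicate 1), 0 (P746 replicate 3), 0 (Dongnong47 replicate 1), 0 (Dongnong47 replicate 2) and 0 (Dongnong47 replicate 3). For P746 at 48 HAI, the 3962 loci became 419 (P746 replicate 1), 829 (P746 replicate 2), 7172 (P746 replicate 3), 0 (Dongnong47 replicate 1), 1114 (Dongnong47 replicate 2) and 2153 (Dongnong47 replicate 3). For P746 at 96 HAI, the 255 loci became 163 (P746 replicate 1), 17 (P746 replicate 2), 0 (P746 replicate 3), 161 (Dongnong47 replicate 1) and 113 (Dongnong47 replicate 3). The edgeR fits with 0 loci had 1258 to 8894 at an unadjusted p under 0.05, and DESeq2 was not run on them.

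Against missing values as the cause of the loci that differed at all 3 time points speaks the fit of chromosomes 1 to 13, which holds no such stretch of missing values. A wrong label or a mixed sample stays open for P746, since the mock libraries labelled P746 at 48 and 96 HAI carried mostly P203-like markers (median 92.1% over the 12 libraries of both treatments, at markers on chromosomes 14 to 20). Both comparisons use the same Dongnong47 libraries. Reads that map less well in a genotype far from the reference sequence, and a difference between the genotypes before infestation, both stay open and were not tested.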

How the results depend on the processing

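Fits of chromosomes 1 to 13, with edgeR or DESeq2, and scaling by total counts, of all loci or of chromosomes 1 to 13, were chosen only after the results were seen, and every other alternative below, each library left out included, was set before the data were examined.

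The results given with the sentences above come from edgeR with TMM normalization and a filter on low counts, in separate fits, and 1 choice was changed at a time. RLE normalization, thinning to the smallest library and calling at adjusted p alone kept all 9 counts of called loci between infested and mock leaves within 1.5 times, and RLE normalization and thinning did so for the 9 counts of TF genes. Of all alternatives with every library kept, 40 of 90 moved a count of called loci by more than 1.5 times and 26 of 63 a count of TF genes. With annotated genes alone, 503 genes were called in P203 and 911 in P746 at 96 HAI, where fewer loci were tested, and the other 7 counts stayed within 1.5 times. RLE normalization moved 1 other result, the change of infested P203 from 48 to 96 HAI (33 loci), and thinning 1, the interactions of P746 and Dongnong47 at 24 HAI (9). The cause was not tested.

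DESeq2 raised each count of called loci and of TF genes given in this paragraph by more than 1.5 times. It did not raise the calls of catalase genes in Dongnong47 at 96 HAI (1 and 1) or of callose synthase genes in Dongnong47 at 48 HAI (1 and 1) and 96 HAI (2 and 2). The 9 comparisons of infested with mock leaves gave 1186, 4221 and 8567 in Dongnong47, 104, 675 and 7083 in P203, and 2441, 423 and 5928 in P746 at 24, 48 and 96 HAI, and the TF genes 134, 216 and 229 in Dongnong47, 16, 30 and 140 in P203, and 116, 42 and 122 in P746. Over the time points it called 12184, 7643 and 8414 loci in Dongnong47, P203 and P746, together 18822. Interactions numbered 311, 1743 and 2223 between P203 and Dongnong47, 560, 647 and 876 between P746 and Dongnong47, and 214, 675 and 1659 between P746 and P203. From 48 to 96 HAI it called 9821, 6297 and 7899 loci in mock and 3438, 1197 and 165 in infested leaves, and between mock leaves 686, 4885 and 1247 for P203 and 942, 7674 and 921 for P746 against Dongnong47, 242 and 145 of them the same way at all 3 time points. On simulated counts with 200 changed genes, DESeq2 found 88.0% of them with 21.4% false calls, and edgeR 71.5% with 4.67%, so that more calls by DESeq2 came with more false ones there. The simulated spread was that of the mock libraries of Dongnong47 at 48 HAI alone, so that these rates are not those of the other comparisons. The share of called loci higher at 24 HAI in Dongnong47 was 62.1% by DESeq2, close to that of edgeR. For these values the cause was not tested.

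Without a filter on low counts, more loci entered each test. The counts of called loci moved to 631 (Dongnong47 at 48 HAI), 0 (P203 at 48 HAI) and 408 (P203 at 96 HAI), the counts of TF genes to 15 (Dongnong47 at 48 HAI) and 5 (P203 at 96 HAI), and the catalase genes in Dongnong47 at 48 HAI to 0. In P203 at 48 HAI, 2339 loci had an unadjusted p under 0.05 without the filter and DESeq2 called 675, and in Dongnong47 at 48 HAI 3 of the 4 catalase genes had such a p. The change from 48 to 96 HAI gave 352 (P203 mock), 2770 (P746 mock) and 0 (P203 infested), with 2842 at an unadjusted p under 0.05 in infested P203, and the difference between mock leaves 116 (P203 and Dongnong47 at 96 HAI) and 169 (P746 and Dongnong47 at 96 HAI). The 9 interaction counts, the other 6 counts of called loci and the other 7 counts of TF genes stayed within 1.5 times. The cause was not tested.

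A replicate block leaves 2 residual degrees of freedom in each fit of 6 libraries, and edgeR then called 0 loci, 0 TF genes and 0 catalase genes in each of the 9 comparisons. In these fits 503 to 8371 loci had an unadjusted p under 0.05, and the lowest adjusted p was 0.0941 to 1.00. The replicate numbers were tested for pairing before the block was read: correlations of libraries with the same number ran from -0.508 to 0.632 (mean -0.0261), and exceeded 0.1 for every number in 1 of 9 comparisons, Dongnong47 at 24 HAI (0.224 to 0.628). There the block took 346 calls to 0, with 3536 loci at an unadjusted p under 0.05, and DESeq2, without a block, called 1186. The numbers therefore do not pair the libraries in general, and the block was kept as an alternative only, which costs degrees of freedom by its construction.

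A single fit of all 54 libraries moved each of the 9 counts of called loci, to 194, 439 and 4811 in Dongnong47, 14, 12 and 4628 in P203, and 124, 146 and 2651 in P746. TF genes moved to 19 (Dongnong47 at 48 HAI), 89 (Dongnong47 at 96 HAI), 6 (P203 at 24 HAI), 72 (P203 at 96 HAI), 13 (P746 at 24 HAI), 18 (P746 at 48 HAI) and 49 (P746 at 96 HAI), and the catalase genes called in Dongnong47 at 48 and 96 HAI to 0 and 0. Of the 4 catalase genes, 2 and 1 had an unadjusted p under 0.05 there. From 48 to 96 HAI the single fit gave 4081 (P203 mock), 374 (Dongnong47 infested) and 444 (P203 infested), and the share of called loci higher at 24 HAI in Dongnong47 was 89.7%. For these values the cause was not tested.

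On chromosomes 1 to 13 fewer genes were tested, and those without values at the end of the identifier order were left out. EdgeR called 265, 2047 and 383 in Dongnong47, 0, 0 and 1655 in P203, and 1, 0 and 117 in P746, of which 4 were more than 1.5 times away from the count over all loci (Dongnong47 and P746 at 96 HAI, P203 at 48 HAI and P746 at 24 HAI). Where it called 0 genes, 722, 1398 and 2004 had an unadjusted p under 0.05 and DESeq2 on the same chromosomes called 75, 152 and 458 (P203 at 24 and 48 HAI and P746 at 48 HAI). The unions over time were 2605, 1655 and 118, together 3773, and the share higher at 24 HAI in Dongnong47 was 94.7%. TF genes moved to 15 (Dongnong47 at 96 HAI), 1 (P746 at 24 HAI) and 3 (P746 at 96 HAI), and the catalase genes to 2 at 48 HAI and 0 at 96 HAI in Dongnong47 (with 0 at an unadjusted p under 0.05). Interactions numbered 2 between P203 and Dongnong47 at 24 HAI and 0 in the other 8 comparisons (667 to 3801 genes at an unadjusted p under 0.05, DESeq2 not run on these chromosomes). The change from 48 to 96 HAI gave 108 (Dongnong47 infested) and 4 (P203 infested), with the 3 changes in mock leaves and the 0 of infested P746 within 1.5 times, and the differences between mock leaves 41 (P203 and Dongnong47 at 24 HAI), 321 (P203 and Dongnong47 at 48 HAI), 99 (P203 and Dongnong47 at 96 HAI), 79 (P746 and Dongnong47 at 24 HAI) and 146 (P746 and Dongnong47 at 96 HAI). DESeq2 on chromosomes 1 to 13 called 678, 2904 and 3627 in Dongnong47, 75, 152 and 4048 in P203, and 1116, 458 and 2299 in P746, with unions of 6280, 4197 and 3656, together 9871, and 79.8% higher at 24 HAI in Dongnong47. The dispersion may take part in these differences: without the other chromosomes, the common biological coefficient of variation fell in each comparison, for example from 0.484 to 0.294 in Dongnong47 at 48 HAI, where the count rose to 2047.

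Over 6 gene sets and 9 comparisons, none of the 54 tests by fry was called (lowest adjusted p 0.0789), and none was called with RLE normalization, without a filter on low counts or with a replicate block. Camera, with its preset correlation between genes, called 26 of the 54 tests, with medians on the log2 scale of -0.050 (Dongnong47 at 24 HAI), -0.58 (Dongnong47 at 96 HAI), -0.91 (P203 at 48 HAI) and -0.32 (P746 at 48 HAI) for the JA genes, 0.16 (Dongnong47 at 24 HAI), 0.39 (P203 at 24 HAI), -0.49 (P746 at 24 HAI) and -0.90 (P746 at 96 HAI) for the SA genes, 0.34 (Dongnong47 at 24 HAI), 0.50 (Dongnong47 at 48 HAI), -0.47 (Dongnong47 at 96 HAI), 0.31 (P203 at 24 HAI) and 0.39 (P746 at 24 HAI) for the AP2/ERF genes, 0.78 (Dongnong47 at 24 HAI), 0.96 (Dongnong47 at 48 HAI), -1.49 (Dongnong47 at 96 HAI), 0.71 (P203 at 24 HAI), -0.28 (P203 at 48 HAI), 0.62 (P203 at 96 HAI), 0.040 (P746 at 48 HAI) and -0.46 (P746 at 96 HAI) for the WRKY genes, -0.15 (Dongnong47 at 24 HAI), 0.44 (Dongnong47 at 48 HAI), 0.58 (P203 at 24 HAI) and -0.32 (P203 at 48 HAI) for the MYB genes and -0.49 (P203 at 48 HAI) for the CalS genes. The single fit of all 54 libraries called AP2/ERF in Dongnong47 at 24 HAI (median 0.29, 73 of 126 higher, adjusted p = 0.00993, 4.90e-19 to 0.287 over all alternatives), AP2/ERF in P203 at 24 HAI (median 0.46, 86 of 126 higher, adjusted p = 0.0185, 5.62e-15 to 0.421 over all alternatives), MYB in P203 at 24 HAI (median 0.63, 58 of 76 higher, adjusted p = 0.0438, 5.20e-07 to 0.423 over all alternatives) and CalS in P203 at 48 HAI (median -0.35, 3 of 9 higher, adjusted p = 0.0438, 0.0287 to 0.438 over all alternatives). Fits of chromosomes 1 to 13 called JA in Dongnong47 at 24 HAI (median -0.0079, 17 of 34 higher, adjusted p = 0.0271, 0.0189 to 0.695 over all alternatives) and AP2/ERF in Dongnong47 at 24 HAI (median 0.48, 46 of 76 higher, adjusted p = 0.0271, 4.90e-19 to 0.287 over all alternatives). With a library left out, 1 test was called, AP2/ERF in Dongnong47 at 24 HAI without mock replicate 2 (adjusted p = 0.0380, 89 of 114 higher), where the medians ran from 0.31 to 1.32. In 69 of 648 alternatives, libraries left out included, a median that was never called changed sign. The cause was not tested.

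The number of expressed genes moved from 38058 to 28831 with a minimum of 1 CPM and to 26846 on chromosomes 1 to 13, both of which leave out genes by construction, and stayed within 1 SD after thinning and with replicates left out. Mean correlations within Dongnong47, P203 and P746 moved from 0.706, 0.606 and 0.733 to 0.887, 0.894 and 0.894 on the log scale and to 0.870, 0.879 and 0.880 as Spearman's rho, which give abundant genes less weight, and stayed within 1 SD in the other alternatives. Profiles of TF genes kept their mean correlations within 1 SD under Pearson's r, without a filter and on chromosomes 1 to 13. With a replicate left out, the mean between Dongnong47 and P203 ran from -0.0161 (without replicate 1) to 0.231 (without replicate 3). With a replicate left out, the mean between P203 and P746 ran from -0.0959 (without replicate 1) to 0.420 (without replicate 3). Between Dongnong47 and P746 it stayed positive. Fewer libraries enter each of these fits, and no other cause was tested.

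Leaving out 1 library, with the 2 left in its group, moved 29 of 54 counts of called loci and 29 of 54 counts of TF genes by more than 1.5 times. The library left out is in brackets where a single one gave the value, and the other values are given beside the paper's sentences. Called loci ranged over 0 to 1587 (infested replicate 1) in Dongnong47 at 24 HAI, 213 (infested replicate 1) to 2492 (infested replicate 3) in Dongnong47 at 48 HAI, 1884 (infested replicate 2) to 2909 (mock replicate 1) in Dongnong47 at 96 HAI, 0 to 316 (infested replicate 3) in P203 at 24 HAI, 0 to 287 (infested replicate 2) in P203 at 48 HAI, 0 to 1745 (mock replicate 3) in P203 at 96 HAI, 0 to 1007 (infested replicate 2) in P746 at 24 HAI, 0 to 657 (mock replicate 3) in P746 at 48 HAI and 616 (infested replicate 3) to 2271 (mock replicate 1) in P746 at 96 HAI. The fits that called 0 loci with edgeR had 418 to 8134 at an unadjusted p under 0.05, and DESeq2 was not run with a library left out. TF genes ranged over 0 to 86 (infested replicate 1) in Dongnong47 at 24 HAI, 1 (infested replicate 1) to 94 (infested replicate 3) in Dongnong47 at 48 HAI, 20 (infested replicate 2) to 85 (mock replicate 1) in Dongnong47 at 96 HAI, 0 to 6 (infested replicate 3) in P203 at 24 HAI, 0 to 2 (infested replicate 2) in P203 at 48 HAI, 0 to 21 (mock replicate 3) in P203 at 96 HAI, 0 to 30 (infested replicate 2) in P746 at 24 HAI, 0 to 4 (mock replicate 3) in P746 at 48 HAI and 5 (infested replicate 1) to 35 (mock replicate 1) in P746 at 96 HAI. Where 0 TF genes were called, 35 to 415 had an unadjusted p under 0.05. For these values the cause was not tested.

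The share of called loci higher at 24 HAI in Dongnong47 fell below 50% in each of the 4 fits with a library left out that called any, from 19.7% (infested replicate 1) to 42.4% (mock replicate 2). Unions over time ranged from 21 to 1967 (24 HAI infested replicate 3) in P203 and from 616 (96 HAI infested replicate 3) to 2530 (24 HAI infested replicate 2) in P746, and stayed within 1.5 times in Dongnong47 and over all genotypes. Calls of catalase genes ranged over 0 to 1 in Dongnong47 at 48 HAI, 0 to 1 (infested replicate 2) in P746 at 24 HAI, 0 to 1 (mock replicate 3) in P746 at 48 HAI and 0 to 1 (mock replicate 3) in P746 at 96 HAI. Where 0 were called by edgeR, 0 to 3 of the 4 genes had an unadjusted p under 0.05. The cause was not tested.

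A library left out moved 64 of 108 interaction counts, 17 of 36 counts between 48 and 96 HAI and 30 of 36 counts between mock leaves by more than 1.5 times. Interactions ranged over 13 to 898 (Dongnong47 infested replicate 1) for P203 and Dongnong47 at 24 HAI, 26 (P203 infested replicate 3) to 182 (P203 infested replicate 2) for P203 and Dongnong47 at 48 HAI, 61 (Dongnong47 infested replicate 2) to 129 (P203 mock replicate 3) for P203 and Dongnong47 at 96 HAI, 3 to 219 (P746 infested replicate 2) for P746 and Dongnong47 at 24 HAI, 4 (Dongnong47 mock replicate 2) to 582 (P746 mock replicate 3) for P746 and Dongnong47 at 48 HAI, 54 (P746 infested replicate 3) to 134 (P746 mock replicate 1) for P746 and Dongnong47 at 96 HAI, 1 to 650 (P746 infested replicate 2) for P746 and P203 at 24 HAI, 7 to 190 (P746 mock replicate 3) for P746 and P203 at 48 HAI and 19 (P746 infested replicate 3) to 77 (P203 mock replicate 3) for P746 and P203 at 96 HAI. Changes from 48 to 96 HAI ranged over 2684 (48 HAI replicate 2) to 5038 (96 HAI replicate 2) in mock Dongnong47, 0 to 1651 (96 HAI replicate 3) in mock P203, 0 to 356 (48 HAI replicate 2) in infested P203 and 370 (48 HAI replicate 1) to 3227 (96 HAI replicate 1) in mock P746. Differences between mock leaves ranged over 0 to 62 (P203 replicate 1) for P203 and Dongnong47 at 24 HAI, 482 (Dongnong47 replicate 2) to 6327 (P203 replicate 3) for P203 and Dongnong47 at 48 HAI, 0 to 150 (P203 replicate 3) for P203 and Dongnong47 at 96 HAI, 0 to 118 (P746 replicate 2) for P746 and Dongnong47 at 24 HAI, 0 (Dongnong47 replicate 1) to 7172 (P746 replicate 3) for P746 and Dongnong47 at 48 HAI and 0 (P746 replicate 3) to 194 (Dongnong47 replicate 2) for P746 and Dongnong47 at 96 HAI. The edgeR fits with 0 of these had 1258 to 8894 loci at an unadjusted p under 0.05. For these values the cause was not tested.

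For named genes, 849 of 893 alternatives kept the direction and the side of the threshold, 26 lost a call and 18 gained one, and with a library left out the numbers were 917, 30 and 13 of 960, with no called gene reversed. The set of genes of the circadian clock was not run, because no table used here pairs the identifiers of the libraries with names, and its alternatives were not run either. Whether depth limits calls among genes of low abundance was not tested. After thinning to the smallest library, 347 loci were called in Dongnong47 at 24 HAI, where infested libraries were the deeper ones, against 346 before, and the spread between replicates was at least 8.58 times counting noise per gene.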

Differences from the paper's values

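Fits of chromosomes 1 to 13 and scaling by total counts, of all loci or of chromosomes 1 to 13, are the tests of this part that were chosen only after the results were seen. A count is listed where it differed from the paper's by more than 1.5 times, and a log2 fold change or correlation where its sign differed or where it was farther from the paper's value than its standard error or SD here. Paper values marked about were read by eye from a figure. Table S4 was held here in part, with 1996 lines, which cover 7 of its 9 comparisons in full and Dongnong47 at 48 HAI and P746 at 96 HAI in part.

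With the paper's lists taken whole, counts of differentially expressed genes differed in 8 of the 9 comparisons, each with 14 alternatives set before the data were examined. For Dongnong47 at 24 HAI the paper has 946 and edgeR called 346 here, within 1.5 times of the paper's under DESeq2 (1186) but under none of the other 13. For Dongnong47 at 48 HAI the paper has about 4000 in Fig. 2A (read by eye) and edgeR called 1727 here, within 1.5 times of the paper's under DESeq2 (4221) but under none of the other 13. For Dongnong47 at 96 HAI the paper has 1497 and edgeR called 3081 here, within 1.5 times of the paper's under the fit without infested replicate 1 (2143), the fit without infested replicate 2 (1884) and the fit without infested replicate 3 (2215) but under none of the other 11. For P203 at 24 HAI the paper has 103 and edgeR called 0 here, within 1.5 times of the paper's under DESeq2 (104) but under none of the other 13. For P203 at 48 HAI the paper has 204 and edgeR called 21 here, within 1.5 times of the paper's under the fit without infested replicate 2 (287) but under none of the other 13. For P746 at 24 HAI the paper has 1596 and edgeR called 0 here, and none of the 14 came within 1.5 times. For P746 at 48 HAI the paper has 531 and edgeR called 0 here, within 1.5 times of the paper's under DESeq2 (423) and the fit without mock replicate 3 (657) but under none of the other 12. For P746 at 96 HAI the paper has about 6800 in Fig. 2A (read by eye) and edgeR called 1612 here, within 1.5 times of the paper's under DESeq2 (5928) but under none of the other 13. At 96 HAI these lists are no like counts, since 658 of the 1497 genes of Dongnong47 and 569 of the 1163 of P203 have an absolute log2 fold change under 1 in Table S4. Of the remaining 839 and 594, edgeR had 3.67 and 2.75 times as many (3081 and 1634), so that P203 at 96 HAI differs as well. The part held for P746 at 96 HAI has 919 such genes among 1996. None of the 14 came within 1.5 times of 839, and for 594 no filter on low counts (408) and annotated genes only (503) did. Where edgeR called 0, 964 loci (P203 at 24 HAI), 3773 loci (P746 at 24 HAI) and 2192 loci (P746 at 48 HAI) had an unadjusted p under 0.05, and DESeq2 called 104, 2441 and 423 loci.

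Of the genes in the 7 complete lists of Table S4, the edgeR lists lack 701 of 946 (Dongnong47 at 24 HAI), 1278 of 1497 (Dongnong47 at 96 HAI), 103 of 103 (P203 at 24 HAI), 204 of 204 (P203 at 48 HAI), 1033 of 1163 (P203 at 96 HAI), 1596 of 1596 (P746 at 24 HAI) and 531 of 531 (P746 at 48 HAI). The DESeq2 lists lack 87, 996, 5, 25, 756, 112 and 200 of them in the same order. Of the 839 and 594 genes with an absolute log2 fold change of at least 1 at 96 HAI in Dongnong47 and P203, edgeR lacks 671 and 471 and DESeq2 446 and 216. DESeq2 on chromosomes 1 to 13, chosen after seeing the values, came within 1.5 times of the paper's count in 6 of the 8 comparisons: 678 in Dongnong47 at 24 HAI (dropping 322 of the paper's 946 genes), 2904 in Dongnong47 at 48 HAI (genes dropped not counted, since the list was held in part), 75 in P203 at 24 HAI (dropping 37 of the paper's 103 genes), 152 in P203 at 48 HAI (dropping 77 of the paper's 204 genes), 1116 in P746 at 24 HAI (dropping 570 of the paper's 1596 genes) and 458 in P746 at 48 HAI (dropping 165 of the paper's 531 genes). In the other 2 it gave 3627 (Dongnong47 at 96 HAI) and 2299 (P746 at 96 HAI), and edgeR on chromosomes 1 to 13 came within 1.5 times in none of the 8.

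Over the 3 time points the paper counts 8221 genes in P746 and edgeR called 1612 loci here, within 1.5 times of the paper's under DESeq2 (8414) but under none of the other 18 alternatives set before the data were examined. Over the 3 time points the paper counts 12573 genes in all genotypes together and edgeR called 6381 loci here, within 1.5 times of the paper's under DESeq2 (18822) but under none of the other 54 alternatives set before the data were examined. DESeq2 on chromosomes 1 to 13, chosen after seeing the values, gave 9871 over all genotypes, within 1.5 times, with the dropped genes not counted because 2 of the paper's lists were held in part. It gave 3656 in P746.

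Counts of differentially expressed TF genes were read by eye from Fig. S4B and differed in 8 of 9 comparisons, each with 12 alternatives set before the data were examined. TF genes in Dongnong47 at 24 HAI numbered about 140 in the paper (Fig. S4B, read by eye) and 51 here, within 1.5 times under DESeq2 (134) but under none of the other 11. TF genes in Dongnong47 at 96 HAI numbered about 18 in the paper (Fig. S4B, read by eye) and 50 here, within 1.5 times under the fit without infested replicate 2 (20) but under none of the other 11. TF genes in P203 at 24 HAI numbered about 15 in the paper (Fig. S4B, read by eye) and 0 here, within 1.5 times under DESeq2 (16) but under none of the other 11. TF genes in P203 at 48 HAI numbered about 17 in the paper (Fig. S4B, read by eye) and 0 here, and none of the 12 came within 1.5 times. TF genes in P203 at 96 HAI numbered about 95 in the paper (Fig. S4B, read by eye) and 22 here, within 1.5 times under DESeq2 (140) and a single fit of all 54 libraries (72) but under none of the other 10. TF genes in P746 at 24 HAI numbered about 100 in the paper (Fig. S4B, read by eye) and 0 here, within 1.5 times under DESeq2 (116) but under none of the other 11. TF genes in P746 at 48 HAI numbered about 55 in the paper (Fig. S4B, read by eye) and 0 here, within 1.5 times under DESeq2 (42) but under none of the other 11. TF genes in P746 at 96 HAI numbered about 450 in the paper (Fig. S4B, read by eye) and 14 here, and none of the 12 came within 1.5 times. Where edgeR called 0 TF genes, 63, 54, 154 and 132 had an unadjusted p under 0.05 and DESeq2 called 16, 30, 116 and 42 (P203 at 24 HAI, P203 at 48 HAI, P746 at 24 HAI and P746 at 48 HAI).

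EdgeR on chromosomes 1 to 13, chosen after seeing the values, gave 15 TF genes in Dongnong47 at 96 HAI, within 1.5 times of the paper's, and dropped 94 of the 95 TF genes that the paper's Table S4 lists there. It did not do so in the other 7 comparisons. In the paper's Table S4 itself, the TF genes of Table S7 number 137 (Dongnong47 at 24 HAI), 95 (Dongnong47 at 96 HAI), 15 (P203 at 24 HAI), 18 (P203 at 48 HAI), 100 (P203 at 96 HAI), 99 (P746 at 24 HAI) and 55 (P746 at 48 HAI), and 85 (Dongnong47 at 48 HAI) and 156 (P746 at 96 HAI) in the part held of the other lists. In Dongnong47 at 48 HAI that is more than the about 55 of Fig. S4B (read by eye), and in Dongnong47 at 96 HAI it is more than the about 18 there, also when the 37 with an absolute log2 fold change of at least 1 are counted alone. Of the TF genes listed for P203 at 96 HAI, 40 have such a change. The DESeq2 lists here lack 6, 71, 1, 2, 72, 5 and 16 of the TF genes of the 7 complete lists (Dongnong47 at 24 HAI, Dongnong47 at 96 HAI, P203 at 24 HAI, P203 at 48 HAI, P203 at 96 HAI, P746 at 24 HAI and P746 at 48 HAI).

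Mean correlations within a genotype are 0.95, 0.94 and 0.93 in Dongnong47, P203 and P746 in the paper and 0.706, 0.606 and 0.733 here, where CPM stood for the paper's TPM. All 6 alternatives set before the data were examined differed as well, with log2(CPM + 1) the closest at 0.887, 0.894 and 0.894, and so did chromosomes 1 to 13 (0.748, 0.660 and 0.786), chosen after seeing the values.

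Log2 fold changes of the 6 genes named in the text and given in Tables S8 and S10 differed in 25 of 54 values, each with 11 alternatives set before the data were examined. Scaling by total counts, chosen after seeing the values, brought 17 of the 25 within the error, and makes no calls, so that no dropped gene can be counted. Scaling by totals of chromosomes 1 to 13, chosen in the same way, brought 14 of the 25 within it. The fits of chromosomes 1 to 13, also chosen after seeing the values, brought 1 of 17 within it.

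For GLYMA04G01920 (catalase, Table S10), the paper's value is given first and that of edgeR second. Dongnong47 at 48 HAI has -1.00 and -1.55 (within the error in the single fit and without infested replicate 2, not in the other 9). Dongnong47 at 96 HAI has -1.34 and -0.46 (in none of 11 alternatives within the error). P203 at 48 HAI has -0.0087 and 0.12 (within the error without mock replicate 1, without mock replicate 3 and without infested replicate 2, not in the other 8). P203 at 96 HAI has -0.34 and -0.73 (within the error in the single fit, without mock replicate 1, without mock replicate 3, without infested replicate 2 and without infested replicate 3, not in the other 6). P746 at 96 HAI has -0.19 and 0.37 (within the error without infested replicate 1, not in the other 10). Total counts, chosen after seeing the values, gave values within the error in Dongnong47 at 48 HAI (-0.94), Dongnong47 at 96 HAI (-1.13), P203 at 48 HAI (-0.022), P203 at 96 HAI (-0.54) and P746 at 96 HAI (-0.17). For totals of chromosomes 1 to 13, chosen in the same way, this was so in Dongnong47 at 48 HAI (-1.06), Dongnong47 at 96 HAI (-0.86) and P203 at 96 HAI (-0.45) but not in P203 at 48 HAI (0.042) and P746 at 96 HAI (0.075).

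For GLYMA06G02040 (catalase, Table S10), the paper's value is given first and that of edgeR second. Dongnong47 at 48 HAI has -0.97 and -1.55 (in none of 11 alternatives within the error). Dongnong47 at 96 HAI has -1.47 and -0.63 (in none of 11 alternatives within the error). P203 at 96 HAI has -0.71 and -1.09 (within the error with RLE normalization, without a filter, without mock replicate 1, without mock replicate 3, without infested replicate 2 and without infested replicate 3, not in the other 5). P746 at 96 HAI has -0.53 and -0.019 (within the error with a replicate block, without mock replicate 1, without mock replicate 3, without infested replicate 1 and without infested replicate 3, not in the other 6). Total counts, chosen after seeing the values, gave values within the error in Dongnong47 at 48 HAI (-0.94), Dongnong47 at 96 HAI (-1.31), P203 at 96 HAI (-0.90) and P746 at 96 HAI (-0.56). For totals of chromosomes 1 to 13, chosen in the same way, this was so in Dongnong47 at 48 HAI (-1.05), P203 at 96 HAI (-0.81) and P746 at 96 HAI (-0.31) but not in Dongnong47 at 96 HAI (-1.03). Chromosomes 1 to 13, chosen after seeing the values, came within the error in P203 at 96 HAI (-1.08), in a fit that calls 169 of the paper's 1163 genes there and drops the others.

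For GLYMA14G39810 (catalase, Table S10), the paper's value is given first and that of edgeR second. Dongnong47 at 48 HAI has 1.98 and 1.44 (within the error in the single fit, not in the other 10). Dongnong47 at 96 HAI has -0.37 and 1.23 (in none of 11 alternatives within the error). P746 at 96 HAI has 0.19 and 0.70 (within the error with a replicate block, in the single fit, without mock replicate 1, without mock replicate 3, without infested replicate 1 and without infested replicate 2, not in the other 5). Total counts, chosen after seeing the values, gave values within the error in Dongnong47 at 48 HAI (2.05) and P746 at 96 HAI (0.16) but not in Dongnong47 at 96 HAI (0.55). For totals of chromosomes 1 to 13, chosen in the same way, this was so in Dongnong47 at 48 HAI (1.94) and P746 at 96 HAI (0.41) but not in Dongnong47 at 96 HAI (0.83).

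For GLYMA17G38140 (catalase, Table S10), the paper's value is given first and that of edgeR second. Dongnong47 at 48 HAI has 0.023 and -2.20 (in none of 11 alternatives within the error). The gene had no value there in 2 of 3 infested libraries. Dongnong47 at 96 HAI has -1.62 and 12.86 (in none of 11 alternatives within the error). The second is a fitted value and no fold change, because the gene had no value in the 3 mock libraries. P203 at 48 HAI has -0.76 and 0.77 (in none of 11 alternatives within the error). The gene had no value there in 1 of 3 infested libraries and 2 of 3 mock libraries. P746 at 48 HAI has -0.55 and 1.76, and P746 at 96 HAI -0.77 and 1.44 (both in none of 11 alternatives within the error). At both times the gene had no value in 2 of 3 mock libraries. Total counts, chosen after seeing the values, came within the error in none of these 5. Totals of chromosomes 1 to 13, chosen in the same way, did so in none either.

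For GLYMA09G09100 (GmJAZ12, Table S8), the paper's value is given first and that of edgeR second. Dongnong47 at 24 HAI has 0.18 and -0.43 (in none of 11 alternatives within the error). Dongnong47 at 48 HAI has -0.78 and -1.37 (in none of 11 alternatives within the error). Dongnong47 at 96 HAI has -0.95 and -0.21 (in none of 11 alternatives within the error). P746 at 96 HAI has -0.92 and -0.43 (within the error without mock replicate 1, without infested replicate 1 and without infested replicate 3, not in the other 8). Total counts, chosen after seeing the values, gave values within the error in Dongnong47 at 48 HAI (-0.76), Dongnong47 at 96 HAI (-0.89) and P746 at 96 HAI (-0.97) but not in Dongnong47 at 24 HAI (-0.15). For totals of chromosomes 1 to 13, chosen in the same way, this was so in Dongnong47 at 48 HAI (-0.87), Dongnong47 at 96 HAI (-0.61) and P746 at 96 HAI (-0.72) but not in Dongnong47 at 24 HAI (-0.35).

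For GLYMA10G06600 (GmPAL1, Table S8), the paper's value is given first and that of edgeR second. Dongnong47 at 24 HAI has 1.16 and 0.59 (within the error in the single fit, not in the other 10). Dongnong47 at 48 HAI has -0.34 and -0.97 (within the error in the single fit, without mock replicate 2, without mock replicate 3, without infested replicate 1 and without infested replicate 2, not in the other 6). Dongnong47 at 96 HAI has -1.98 and -0.95 (within the error with a replicate block and without infested replicate 3, not in the other 9). P746 at 96 HAI has -1.88 and -1.37 (within the error in the single fit, without mock replicate 1 and without infested replicate 1, not in the other 8). Total counts, chosen after seeing the values, gave values within the error in Dongnong47 at 48 HAI (-0.36), Dongnong47 at 96 HAI (-1.63) and P746 at 96 HAI (-1.90) but not in Dongnong47 at 24 HAI (0.87). For totals of chromosomes 1 to 13, chosen in the same way, this was so in Dongnong47 at 48 HAI (-0.47), Dongnong47 at 96 HAI (-1.35) and P746 at 96 HAI (-1.66) but not in Dongnong47 at 24 HAI (0.67).

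The paper ranks chromosome 19 among the 3 chromosomes with most reads. Over all 54 libraries it had rank 16 of 20 here (3.75%), and chromosomes 13 and 8 had ranks 1 and 2, and in the 10 libraries without missing stretches chromosome 19 had rank 3 (7.39%). The paper counts 894 TF genes in 40 families, and Table S7 was read here as 895 genes in 39 families. The paper has far fewer differentially expressed genes over time in P203 than in P746. With edgeR P203 had 1655 and P746 1612 here, and 1655 and 118 on chromosomes 1 to 13, whereas DESeq2 gave the paper's order with 7643 and 8414. DESeq2 on chromosomes 1 to 13, chosen after seeing the values, gave the other order with 4197 and 3656. The order with edgeR rested on single libraries. P203 had 21 without 96 HAI mock replicate 1 or 2 or infested replicate 1 or 2, and 22 without infested replicate 3, which is the paper's order. P746 had 2530 without 24 HAI infested replicate 2, 1999 without 48 HAI mock replicate 3 and 2271 without 96 HAI mock replicate 1. The paper sees an earlier response at 24 HAI in P746 than in Dongnong47. EdgeR called 0 loci in P746 (3773 at an unadjusted p under 0.05) and 346 in Dongnong47 (2868), whereas DESeq2 gave the paper's order with 2441 and 1186. With edgeR the paper's order was also given without P746 infested replicate 2 (1007 loci), and Dongnong47 had 0 without mock replicate 1 or 3 (2625 and 2931 at an unadjusted p under 0.05). The P746 infested replicates 1 and 3 were P203-like at 96.1% and 49.4% of markers on chromosomes 1 to 13. Infested replicate 2 had 3.90%, and the mock libraries, from which the markers were taken, 0%. The 1007 and 2441 calls in P746 may therefore hold differences between genotypes. The paper puts the peak of TF regulation in Dongnong47 at 24 HAI, and here the counts were 51, 73 and 50 at 24, 48 and 96 HAI with edgeR and 134, 216 and 229 with DESeq2. With a library left out, the edgeR counts ran from 0 to 86, from 1 to 94 and from 20 to 85, so that their order rested on single libraries.

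The paper has most JA-related genes lower in infested P746 at 96 HAI (36 of 49 in its Table S8, median -0.67). Here 21 of 46 were lower (median 0.14), and 18 of 35 among genes with a value in all 6 libraries (median -0.13). Under total counts, chosen after seeing the values, the median was -0.40 with 71.7% lower, and under totals of chromosomes 1 to 13, chosen in the same way, -0.15 with 60.9% lower. In Dongnong47 at 24 HAI the paper's median of these genes was 0.22 and it was -0.050 here (26 of 48 lower), and 0.23 under total counts and 0.030 under totals of chromosomes 1 to 13, both chosen after seeing the values. In Dongnong47 at 48 HAI the paper's median of these genes was 0.19 and it was -0.38 here (31 of 46 lower), and 0.23 under total counts and 0.11 under totals of chromosomes 1 to 13, both chosen after seeing the values. The paper puts the highest expression of the callose synthase genes in Dongnong47 at 48 HAI (median 0.67 in its Table S9, 8 of 9 higher). Here 3 of 7 were higher (median -0.12, 0.025 among 6 genes with a value in all 6 libraries), and the median was 0.49 under total counts and 0.38 under totals of chromosomes 1 to 13, both chosen after seeing the values. For P746 the paper sees a downward tendency of these genes, and here 4 of 7, 1 of 7 and 5 of 6 were lower at 24, 48 and 96 HAI, with 3 of 9, 2 of 9 and 7 of 9 in its Table S9.

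The paper has the catalase genes other than Glyma14g39810 repressed. Over 3 genes and 9 comparisons, 16 of 27 changes were lower here and 21 in the paper's Table S10, and for GLYMA17G38140 alone 3 of 9 were lower here and 6 there. This gene had no value in at least 2 libraries of a group in 6 of the 9, so that its direction there is no evidence of a change. The paper's further statement for Dongnong47 at 96 HAI was met by 0 of the 3 genes here with edgeR. Under total counts, chosen after seeing the values and without a test, GLYMA06G02040 (-1.31) and GLYMA04G01920 (-1.13) fell by more than 1, and under totals of chromosomes 1 to 13, chosen in the same way, the first alone (-1.03). The paper groups the TF profiles of Dongnong47 with those of P203, apart from P746. Mean rho here was 0.179 between Dongnong47 and P203 and 0.247 between Dongnong47 and P746, although at 24 HAI rho was higher for the first pair (0.457 and 0.368). Without replicate 2 the means were 0.164 and 0.131, the paper's order for these pairs. Without replicate 1 or 3 the mean of the second pair stayed higher.

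Table S4 holds values that the paper's threshold on the fold change leaves out. At 96 HAI an absolute log2 fold change under 1 was found for 658 of 1497 genes in Dongnong47 (44.0%), 569 of 1163 in P203 (48.9%) and 919 of the 1996 lines held for P746 (46.0%), and for 0 at 24 and 48 HAI, where Dongnong47 at 48 HAI was held in part. Of the genes of Table S4 at 24 HAI, 80.0% were higher in Dongnong47, 91.3% in P203 and 72.7% in P746. The paper's figure of more than 90% for Dongnong47 and P203 is worded for overlapped genes, and may not mean this share.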

Other observations

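Of the tests in this part, those of the share of called genes without values, of few calls on chromosomes 1 to 13, of the genes of Table S4 by chromosome, of the loci assembled by StringTie, of a change with time in P746 of scaling by total counts and of other splits on chromosomes 1 to 13 were chosen only after the results were seen.

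Part of the abundant genes had no value past 1 point of the order of chromosomes 14 to 20 in 44 of 54 libraries, and the point differed between libraries. On simulated counts the point was found in 16 of 16 libraries given such a stretch and in 0 of 4 without. Such missing values may account for most calls on these chromosomes in Dongnong47 and P746 at 96 HAI: 86.1% and 85.6% of the called genes there had no value in at least 2 libraries of a group, against 11.2% and 14.2% on chromosomes 1 to 13. In P203 at 96 HAI the share was 38.3% against 6.95%, which argues against missing values as the cause of most calls there. At the earlier times it was 100% of the 21 calls in P203 at 48 HAI, all of them on these chromosomes, and 66.2% and 35.4% in Dongnong47 at 24 and 48 HAI. Chromosomes 1 to 13, which hold no such stretch, do not give more calls where edgeR called few: 0 genes in P203 at 24 HAI, 0 genes in P203 at 48 HAI, 1 gene in P746 at 24 HAI and 0 in P746 at 48 HAI, with 722, 1398, 3059 and 2004 at an unadjusted p under 0.05 and 75, 152, 1116 and 458 calls by DESeq2 on the same chromosomes. Missing values are therefore argued against as the reason for these low counts with edgeR, and also for the lower JA-related genes in Dongnong47 at 96 HAI, whose median was -0.56 on chromosomes 1 to 13. The stretches begin at a point of the order of the identifiers, along which no condition of the design acts, so that no biological explanation was tested, and which step made them was not tested either.

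The paper's tables may have been made from counts without these missing stretches. Across the genes of Tables S8 to S10, the log2 fold changes of the paper and those here had a median r of 0.994 over the 9 comparisons on chromosomes 1 to 13 (0.952 to 0.999, 56 to 58 genes) and of 0.451 on chromosomes 14 to 20 (0.219 to 0.881, 18 to 25 genes). Of the genes that the paper's Table S4 lists in Dongnong47 at 96 HAI, 30.5% lay on chromosomes 14 to 20, near the 32.1% of all annotated genes and below the 64.8% of the genes called here. In the 7 complete lists of Table S4, r was 0.914 to 0.989 on chromosomes 1 to 13 and 0.218 to 0.958 on chromosomes 14 to 20. The 2 were close in P203 at 48 HAI (0.956 and 0.958), and r on chromosomes 14 to 20 was also high in P746 at 24 HAI (0.929) and 48 HAI (0.872), so that these lists set the chromosomes apart less evenly. In the paper's Table S3, the 3 mock groups of 96 HAI have 43923 to 44228 annotated genes and the other 15 groups 35454 to 38712. Group means here on chromosomes 1 to 13 were 27106 to 27351 and 25929 to 27924, without such a gap, and what made it was not tested. No biological explanation applies to a comparison of the paper's tables with the counts, and none was tested.

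On chromosomes 1 to 13 the paper's log2 fold changes were also shifted against those here, by a median of -0.74 to 0.53 over the 9 comparisons, with a spread over genes (interquartile range) of 0.015 to 0.54. A candidate explanation is scaling by total counts in the tables, where TMM sets the median gene to no change. Over the 9 comparisons the shift followed the median change, under total counts, of chromosome 1 to 13 genes with a mean of at least 50 counts with r = 0.940 (permutation p = 0.000620, 0.747 without the 2 farthest) and rho = 0.733 (permutation p = 0.0304). At 48 and 96 HAI the largest difference between shift and median was 0.10 (r = 0.991, 6 comparisons), whereas at 24 HAI it reached 0.36. With totals of chromosomes 1 to 13, r was 0.979, and the largest difference was 0.19 at 24 HAI and 0.33 at 48 and 96 HAI. At 24 HAI their medians were 0.03, 0.10 and 0.22 in Dongnong47, P203 and P746, where the shift was 0.02, 0.04 and 0.03. Genes of Table S4 on chromosomes 1 to 13 gave another picture: their shift was -0.31, -0.61 and -0.27 at 24 HAI and -0.12 in P746 at 48 HAI, opposite in sign to the medians under total counts of 0.23, 0.16, 0.40 and 0.11. In P203 at 48 HAI and in Dongnong47 and P203 at 96 HAI it was -0.10, -0.77 and 0.36, with the sign of the medians (-0.11, -0.69 and 0.20). The shift of Table S4 thus did not follow total counts in 4 of its 7 complete lists, and which totals, if any, were used stays open. The paper names DESeq2 and TPM and no scaling by total counts, and no biological explanation was tested.

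The loci assembled by StringTie fall into 3 groups of libraries: those of 24 HAI (18), those of 48 HAI with the infested ones of 96 HAI (27), and the mock ones of 96 HAI (9). Within a group, 2 libraries shared a median of 0.561 of their assembled loci (0.421 to 0.773, 540 pairs) and 2 of different groups 0.0133 (highest 0.0220, 891 pairs). This is consistent with 3 separate assemblies. Each group holds all 3 genotypes, and names given anew in each assembly could give the same values for loci without any change in the leaves. For the genes called at 96 HAI on chromosomes 1 to 13 (914, 921 and 415 in Dongnong47, P203 and P746), infestation and batch cannot be told apart: mock and infested libraries of 96 HAI shared a median of 0.0158 of their assembled loci, and no mock library lies in the batch of the infested ones. A response of the leaves to infestation stays open there, untested apart from the batch. At 24 and 48 HAI mock and infested libraries lie in the same batch.

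At genes that separate the genotypes in the mock libraries of 24 HAI, 2 libraries departed from their label. The labels of these 24 HAI mock libraries were not tested themselves. The library labelled Dongnong47, 96 HAI, infested replicate 1 was Dongnong47-like at 1.79% of the markers on chromosomes 14 to 20, and the other 17 libraries with this label at 87.5% to 100%. The library labelled P746, 48 HAI, infested replicate 3 was Dongnong47-like at 90.0% of these markers, and the other 17 libraries with this label at 0% to 47.1%. A wrong label of each may be the cause, and a mixed sample or a plant of other parentage stays open as well, untested. The other pattern spans many libraries: 12 libraries labelled P746 at 48 and 96 HAI were P203-like at a median of 92.1% of the markers on chromosomes 14 to 20 (60.5% to 100%), where libraries labelled P203 had 82.5% to 100%. Leaves of P203, or of a plant like it, under the label P746 may be the cause, or a wrong label of the 24 HAI mock libraries labelled P746, which set the markers, and the values do not tell which. A change of P746 with time is argued against as the whole cause, since the infested libraries labelled P746 at 24 HAI were already divided (100%, 3.45% and 57.1% in replicates 1, 2 and 3, median 57.1%). Libraries labelled Dongnong47, apart from 96 HAI infested replicate 1, had 53.6% to 71.8%, so that this share alone does not tell P203 from Dongnong47. At markers between Dongnong47 and P203 on chromosomes 14 to 20, replicate 3 was Dongnong47-like at 12.5%. Libraries labelled P203 had 0% to 12.9% there, and the 24 HAI mock libraries labelled P746 37.3% to 41.2%. A mixed sample therefore stays open for replicate 3, untested. An effect of infestation is argued against by mock libraries of 48 and 96 HAI among the 12. No library was relabelled.

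Chromosome numbers were read from the gene identifiers. That these are the chromosomes of the paper's Table S2 was tested by the share of counts on each of 20 chromosomes in the 10 libraries without missing stretches, with r = 0.948 over chromosomes. The number of calls in Dongnong47 at 24 HAI, where infested libraries were deeper, was 347 after thinning all libraries to the smallest total and 346 before, which argues against library size as its cause.

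For the 9 counts of called loci between infested and mock leaves, other splits cannot decide on chance. With 3 libraries against 3 there are 10 splits, and the smallest possible share is 0.1. As many loci as in the real split were called in 1, 1 and 1 for Dongnong47 at 24, 48 and 96 HAI, the real split included. In the same order the numbers were 10, 3 and 1 for P203 and 10, 10 and 1 for P746. The highest other split in Dongnong47 gave 13, 26 and 0 loci against 346, 1727 and 3081 in the real one. At 96 HAI it gave 71 against 1634 in P203 and 0 against 1612 in P746. In P203 at 48 HAI, other splits gave up to 2433 loci against 21 in the real one, the largest with mock replicate 3 in the place of infested replicate 2, and in P746 at 48 HAI up to 84 against 0. Both splits divided the libraries by the point past which values were missing, on chromosomes 17 to 20 against 15 and 16 in P203 and 18 and 19 against 15 to 17 in P746. By the share of abundant genes there without a value the first was not divided (1.57% to 23.1% against 22.4% to 29.8%), and a further split in P203 with 22 loci was divided by neither. EdgeR called 2851 genes on chromosomes 1 to 13 in the first and 0 in the second (374 at an unadjusted p under 0.05, DESeq2 not run). These chromosomes hold no missing stretch, so that missing values are argued against as the cause of the first split. What grouped its libraries across the treatment labels was not tested, and it enters every value of P203 at 48 HAI. In Dongnong47 at 24 HAI, where libraries with the same replicate number deviated together, 4 of the 10 splits part all 3 numbers, and edgeR called 346 loci in the real one and 0 in the other 3. Where the real split gave 0 loci with edgeR, all 10 splits count as equal or larger, and 964, 3773 and 2192 loci had an unadjusted p under 0.05, with 104, 2441 and 423 called by DESeq2 (P203 at 24 HAI and P746 at 24 and 48 HAI).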
